# Characterization of the transactivation and nuclear localization functions of *Pichia pastoris* zinc finger transcription factor Mxr1p

**DOI:** 10.1016/j.jbc.2021.101247

**Published:** 2021-09-25

**Authors:** Aditi Gupta, Kamisetty Krishna Rao, Umakant Sahu, Pundi N. Rangarajan

**Keywords:** yeast metabolism, *Pichia pastoris*, Mxr1p, transcriptional regulation, aldehyde dehydrogenase, alcohol oxidase, transactivation domain, nuclear localization, 9aaTAD, nine-amino acid TAD, ACS, acetyl-CoA synthetase, ALD, aldehyde dehydrogenase, ALD6-1^Myc^, Myc-tagged ALD6-1, cDNA, complementary DNA, DBD, DNA-binding domain, GEO, Gene Expression Omnibus, GO, Gene Ontology, MUT, methanol utilization, MXRE, Mxr1p response element, NCBI, National Center for Biotechnology Information, NLS, nuclear localization signal, PGK, phosphoglycerate kinase, qPCR, quantitative PCR, TAD, transactivation domain, YNB, yeast nitrogen base, YNBE, YNB and 1% ethanol, YNBM, YNB and 1% methanol, YPD, yeast extract, peptone, and dextrose

## Abstract

The zinc finger transcription factor Mxr1p regulates the transcription of genes involved in methanol, acetate, and amino acid metabolism of the industrial yeast *Pichia pastoris* (*a.k.a. Komagataella phaffii*) by binding to Mxr1p response elements in their promoters. Here, we demonstrate that Mxr1p is a key regulator of ethanol metabolism as well. Using transcriptomic analysis, we identified target genes of Mxr1p that mediate ethanol metabolism, including *ALD6-1* encoding an aldehyde dehydrogenase. ALD6-1 is essential for ethanol metabolism, and the *ALD6-1* promoter harbors three Mxr1p response elements to which Mxr1p binds *in vitro* and activates transcription *in vivo*. We show that a nine-amino acid transactivation domain located between amino acids 365 and 373 of Mxr1p is essential for the transactivation of *ALD6-1* to facilitate ethanol metabolism. Mxr1N250, containing the N-terminal 250 amino acids of Mxr1p, localized to the nucleus of cells metabolizing ethanol dependent on basic amino acid residues present between amino acids 75 and 85. While the N-terminal 400 amino acids of Mxr1p are sufficient for the activation of target genes essential for ethanol metabolism, the region between amino acids 401 and 1155 was also required for the regulation of genes essential for methanol metabolism. Finally, we identified several novel genes whose expression is differentially regulated by Mxr1p during methanol metabolism by DNA microarray. This study demonstrates that Mxr1p is a key regulator of ethanol metabolism and provides new insights into the mechanism by which Mxr1p functions as a global regulator of multiple metabolic pathways of *P. pastoris*.

*Pichia pastoris* (*a.k.a. Komagataella phaffii*) is a methylotrophic yeast capable of utilizing methanol as a sole carbon source. The methanol utilization pathway enzyme alcohol oxidase, encoded by *AOX1*, constitutes 30% of the total soluble protein. This strong induction under methanol conditions has led to the development of a methanol-inducible *AOX1*-based promoter for commercial production of heterologous proteins (1, 2). It is a respiratory yeast, suggesting that in high glucose conditions biomass production through tricarboxylic acid cycle is favored over the conventional ethanol generation route followed in other yeasts like *Saccharomyces cerevisiae* because of the increased glycolytic flux. Consequently, the high biomass generation in the bioreactors dramatically increases the product yields, making them industrially more relevant (3). Another remarkable feature of this yeast is the ability to utilize a plethora of carbon compounds as the sole source of carbon. These include glucose, glycerol, ethanol, acetic acid, oleic acid, sorbitol, and amino acids such as glutamate. The genes encoding key enzymes of these metabolic pathways are primarily regulated at the transcriptional level (4, 5). In the case of methanol metabolism, several transcriptional regulators, such as Mxr1p, Trm1p, Mit1p, Rop1p, Mig1p, Mig2p, and Nrg1p, regulate the transcription of *AOX1* gene encoding alcohol oxidase 1 (6, 7, 8, 9, 10, 11). Mxr1p regulates the expression of genes of acetate and amino acid metabolism as well and thus functions as a global regulator of central carbon metabolism (4, 5). While Mxr1p primarily functions as a transcriptional activator, it is known to repress the expression of *GT1* encoding glycerol transporter during glycerol metabolism (12).

Transcriptional activators bind to DNA through their DNA-binding domain (DBD) and activate transcription by interacting with proteins of preinitiation complex, either directly or *via* coactivators through their transactivation domains (TADs) (13, 14). DBDs consist of motifs, such as zinc fingers, helix–turn–helix motif, or basic helix–loop–helix leucine zipper, whereas the TADs consist of amphipathic alpha helices, glutamine-rich domains, or proline-rich domains (15). Nuclear localization of transcription factors is facilitated by nuclear localization signals (NLSs), and the classical NLS is characterized by the presence of monopartite or bipartite NLSs consisting of one or two clusters of basic amino acids separated by a spacer, respectively (16). *P. pastoris* Mxr1p possesses a DBD in the amino terminus consisting of two C_2_H_2_ zinc fingers, which exhibit strong homology to the DBD of *S. cerevisiae* Adr1p (6, 17, 18). Mxr1p DBD binds to Mxr1p response elements (MXREs) in the promoters of target genes bearing the consensus sequence 5′-CYCCNY-3′ (4, 5, 18, 19). A TAD enriched in phenylalanine residues present between amino acid residues 246 and 280 of Mxr1p was shown to be functional during methanol metabolism but not ethanol metabolism (20). Serine 215 residue located upstream of this TAD is phosphorylated in cells metabolizing ethanol but not methanol, and interaction of this phosphoserine with 14-3-3 protein inhibits the function of the N-terminal TAD (20). Mxr1p is cytosolic in cells metabolizing glucose and localizes to the nucleus when cultured in media containing nonfermentable carbon sources (4, 6). Thus far, the NLS of Mxr1p has not been characterized.

In *S. cerevisiae*, ethanol is metabolized into acetaldehyde, acetate, and acetyl-CoA by the sequential action of alcohol dehydrogenase, aldehyde dehydrogenase (ALD), and acetyl-CoA synthetase (ACS), respectively. In *S. cerevisiae* as well as *Kluyveromyces lactis*, expression of alcohol dehydrogenase 2 is regulated by Adr1p, which is regarded as the homolog of Mxr1p (17, 21). However, the ability of *P. pastoris* Mxr1p to regulate genes of ethanol metabolism is not known. Considering the existing gaps, the present study was initiated to investigate the regulatory role of Mxr1p during ethanol metabolism, identify the NLS, and characterize the transactivation functions. Using high-throughput genome-wide RNA-Seq, we have identified novel target genes of Mxr1p essential for ethanol metabolism. Among these, *ALD6-1* encoding an ALD, which is downregulated in *Δmxr1*, was further characterized. We have identified an NLS and a nine-amino acid TAD (9aaTAD) in the amino terminal region of Mxr1p required for the regulation of genes of ethanol metabolism. Finally, we have identified several novel target genes of Mxr1p required for methanol metabolism using DNA microarray.

## Results

### Transcriptional regulation of ethanol metabolism by Mxr1p

*P. pastoris* strains used in this study are listed in Table 1. To examine the role of Mxr1p in the regulation of genes of ethanol metabolism, *GS115* and *Δmxr1* were cultured in a medium containing yeast nitrogen base (YNB) and 1% ethanol (YNBE), and their growth pattern was studied. Growth of *Δmxr1* was significantly retarded in comparison with that of *GS115* (Fig. 1*A*) suggesting that Mxr1p regulates the expression of key genes of ethanol metabolism required for normal growth of *P. pastoris*. To gain insights into the mechanism of transcriptional regulation of genes of ethanol metabolism by Mxr1p, genome-wide RNA-Seq was carried out. *GS115* and *Δmxr1* were cultured in YNBE, RNA was isolated, and biological replicates were subjected to RNA-Seq. The datasets have been deposited in the Gene Expression Omnibus (GEO) database under accession identification number GSE168677. A total of 25 to 30 million reads were obtained for each sample after quality trimming. Samples were aligned to the *K. phaffii* strain CBS 7435 reference genome (https://www.ncbi.nlm.nih.gov/assembly/GCA_900235035.1/). Differentially expressed genes were identified by normalizing the read counts in *Δmxr1* to that of *GS115* (control). Deletion of *MXR1* resulted in significant changes in the transcriptome. Of 5424 genes, 170 were downregulated and 28 were upregulated in *Δmxr1* (Supporting information 2). For this analysis, the threshold for statistical significance was considered an adjusted *p* value of <0.05 and log2 fold change of ±1 for upregulated and downregulated genes. The overall change and the most highly upregulated and downregulated genes are shown in the volcano plot and heat maps, respectively (Fig. 1, *B*–*D*). *ALD6-1*, encoding an ALD, was the most downregulated gene in *Δmxr1* (greater than fivefold). Other genes downregulated in *Δmxr1* include those encoding peroxisomal proteins, PP7435_Chr3-0349 encoding a transcription factor homologous to *S. cerevisiae YLL054C* (https://www.yeastgenome.org/locus/S000003977), PP7435_Chr2-0527 encoding glutathione transferase involved in detoxification of hydrogen peroxide, lipid metabolism genes (*POX1*, *FAA2*, and *PCD1* encoding acyl Co-A oxidase, long-chain fatty acyl CoA synthetase, and pyrophosphatase, respectively) and *GTH1* encoding a high-affinity glucose transporter. Interestingly, *ADY2-3* encoding exporter of ammonia was downregulated, whereas MEP2 encoding ammonia transporter was upregulated in *Δmxr1*. *CRC1*, *CAT2*, and *YAT1* encoding proteins involved in carnitine transport were highly upregulated in *Δmxr1*. Genes encoding acetyl CoA metabolizing enzymes, such as isocitrate lyase, isocitrate dehydrogenase, and isocitrate/isopropylmalate dehydrogenase, were also upregulated in *Δmxr1* probably to facilitate metabolism of acetyl CoA *via* tricarboxylic acid cycle to generate energy in the absence of *ALD6-1*, the ethanol-metabolizing gene.

**Table 1:** *Pichia pastoris* strains used in this study

Strain	Description	References
*GS115*	*his4*	(6)
*Δmxr1*	*GS115, Ppmxr1Δ::Zeo*^*r*^	(6)
*GS115-A*	*GS115, HIS4::(P*_*A*_*PpALD6-1-Myc)*	This study
*Δmxr1-A*	*Δmxr1, HIS4::(P*_*A*_*PpALD6-1-Myc)*	This study
*GS115-P*_*A*_*-GFP*	*GS115, HIS4::(P*_*A*_*-GFP)*	This study
*Δmxr1-P*_*A*_*-GFP*	*Δmxr1, HIS4::(P*_*A*_*-GFP)*	This study
*Δald6-1*	*GS115, Ppald6-1Δ::Zeo*^*r*^	This study
*Δald6-1-A*	*Δald6-1, HIS4::(P*_*A*_*PpALD6-1-Myc)*	This study
*Δmxr1-A(OE)*	*Δmxr1, HIS4::(P*_*GAPDH*_*PpALD6-1-Myc)*	This study
*GS115-P*_*A-M1*_*-GFP*	*GS115, HIS4::(P*_*A-M1*_*-GFP)*	This study
*GS115-P*_*A-M2*_*-GFP*	*GS115, HIS4::(P*_*A-M2*_*-GFP)*	This study
*GS115-P*_*A-M3*_*-GFP*	*GS115, HIS4::(P*_*A-M3*_*-GFP)*	This study
*GS115-P*_*A-M4*_*-GFP*	*GS115, HIS4::(P*_*A-M4*_*-GFP)*	This study
*Δmxr1-FL*	*Δmxr1, Bla*^*r*^*(P*_*GAPDH*_*PpMXR1-Myc)*	(4)
*Δmxr1-N400*	*Δmxr1, Bla*^*r*^*(P*_*GAPDH*_*PpMXR1N400-Myc)*	(4)
*Δmxr1-A-N400*	*Δmxr1-A, Bla*^*r*^*(P*_*GAPDH*_*PpMXR1N400-Myc)*	This study
*Δmxr1-A-N400F∗*	*Δmxr1-A, Hyg*^*r*^*(P*_*GAPDH*_*-PpMXR1N400F∗-Myc)*	This study
*Δmxr1-A-N400Q∗*	*Δmxr1-A, Hyg*^*r*^*(P*_*GAPDH*_*-PpMXR1N400Q∗-Myc)*	This study
*Δmxr1-A-N400F∗Q∗*	*Δmxr1-A, Hyg*^*r*^*(P*_*GAPDH*_*-PpMXR1N400F∗Q∗-Myc)*	This study
*Δmxr1-A-N250*	*Δmxr1-A, Hyg*^*r*^*(P*_*GAPDH*_*GFP-PpMXR1N250)*	This study
*Δmxr1-A-N150*	*Δmxr1-A, Hyg*^*r*^*(P*_*GAPDH*_*GFP-PpMXR1N150)*	This study
*Δmxr1-N250*	*Δmxr1, Hyg*^*r*^*(P*_*GAPDH*_*GFP-PpMXR1N250)*	This study
*Δmxr1-N400ΔTAD*	*Δmxr1, Hyg*^*r*^*(P*_*GAPDH*_*PpMXR1N400ΔTAD-Myc)*	This study
*Δmxr1-N62*	*Δmxr1, Hyg*^*r*^*(P*_*GAPDH*_*GFP-PpMXR1N62)*	This study
*Δmxr1-N81*	*Δmxr1, Hyg*^*r*^*(P*_*GAPDH*_*GFP-PpMXR1N81)*	This study
*Δmxr1-N109*	*Δmxr1, Hyg*^*r*^*(P*_*GAPDH*_*GFP-PpMXR1N109)*	This study
*Δmxr1-N250-M2*	*Δmxr1, Hyg*^*r*^*(P*_*GAPDH*_*GFP-PpMXR1N250-M2)*	This study
*Δmxr1-N250-M1*	*Δmxr1, Hyg*^*r*^*(P*_*GAPDH*_*GFP-PpMXR1N250-M1)*	This study

**Figure 1:**
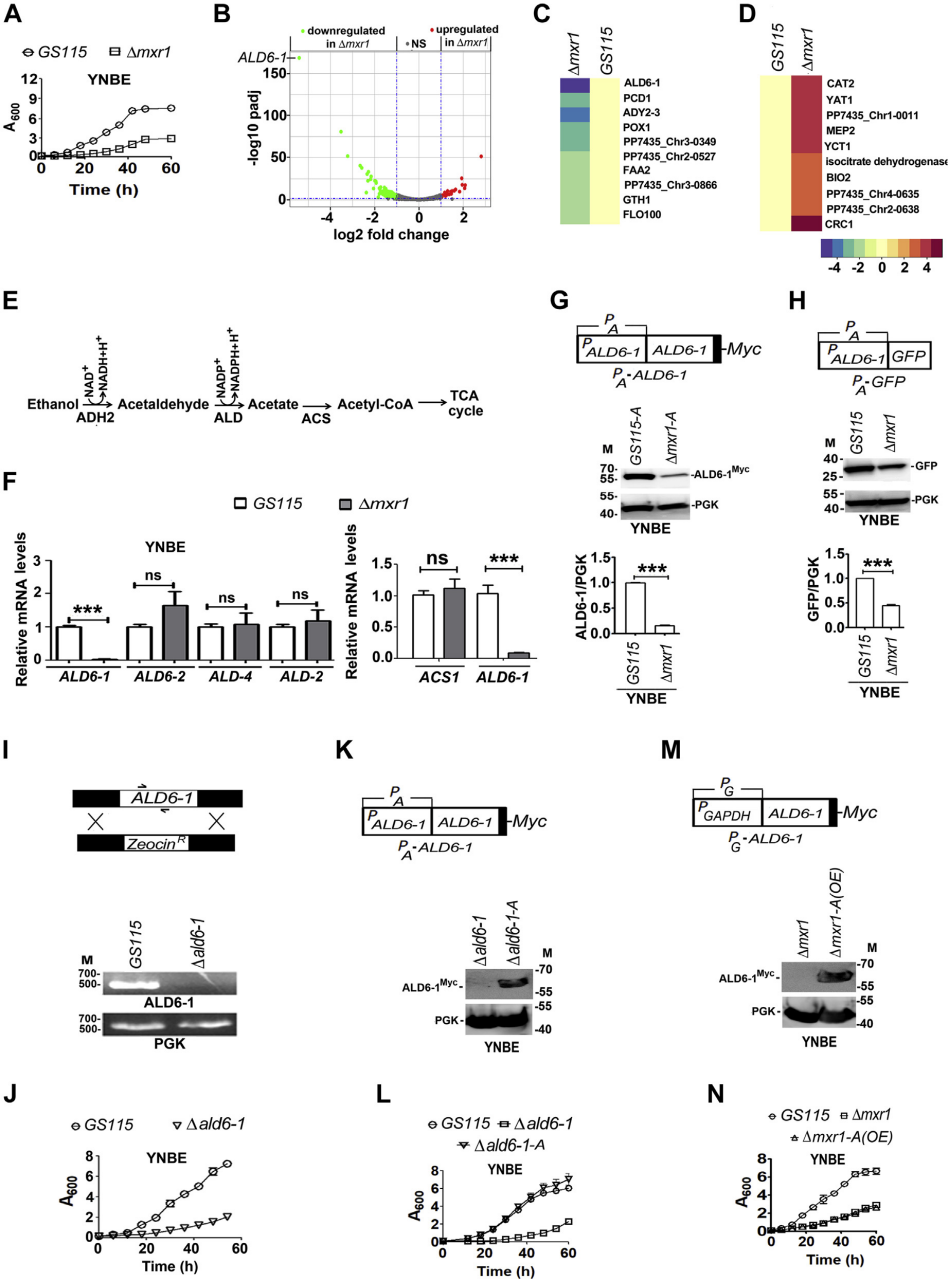
**Identification of target genes of Mxr1p during ethanol metabolism by RNA-Seq and characterization of *ALD6-1*.***A*, analysis of growth of *GS115* and *Δmxr1* cultured in YNBE. *B*, volcano plot of genes differentially regulated in *GS115* and *Δmxr1* cultured in YNBE. *ALD6-1* is the most downregulated gene in *Δmxr1*. *C*, heat map depicting genes that are highly downregulated in *Δmxr1*. *D*, heat map depicting genes that are highly upregulated in *Δmxr1*. *E*, schematic representation of ethanol utilization pathway of *Saccharomyces cerevisiae*. *F*, quantitation of *ALD* and *ACS1* mRNAs in *GS115* and *Δmxr1* cultured in YNBE by quantitative PCR (qPCR). *G*, analysis of expression of ALD6-1^Myc^ from 1.0-kb *ALD6-1* promoter (*P*_*A*_) in *GS115* and *Δmxr1* cultured in YNBE by Western blotting using anti-Myc antibodies. *H*, analysis of GFP expression from *P*_*A*_ in *GS115* and *Δmxr1* cultured in YNBE by Western blotting using anti-GFP antibodies. Quantitation of the data is presented. The intensity of individual bands was quantified and expressed as arbitrary units ± SD relative to controls (n = 3). *I*, strategy for the generation of *Δald6-1* and confirmation of deletion of *ALD6-1* by PCR. Gene-specific primers (*arrows*) amplify *ALD6-1* from genomic DNA of *GS115* but not *Δald6-1*. PGK served as control. *J*, analysis of growth of *GS115* and *Δald6-1* in YNBE. *K*, schematic representation of *P*_*A*_*-ALD6-1* construct and analysis of ALD6-1^Myc^ expression by Western blotting using anti-Myc antibodies. *L*, analysis of growth of different *Pichia pastoris* strains cultured in YNBE. *M*, schematic representation of *P*_*G*_*-ALD6-1* construct and analysis of ALD6-1^Myc^ expression by Western blotting using anti-Myc antibodies in cells cultured in YNBE. *N*, analysis of growth of different *P. pastoris* strains cultured in YNBE. Error bars in each figure indicate SD; n = 3. In the bar diagrams, *p* value summary is mentioned on the bar of each figure. ∗*p* < 0.05, ∗∗*p* < 0.005, ∗∗∗*p* < 0.0005, and ns. Student's paired or unpaired *t* test was done. In Western blots, M indicates molecular weight markers (kilodalton). ACS, acetyl-CoA synthetase; ALD, aldehyde dehydrogenase; ns, not significant; PGK, phosphoglycerate kinase; YNBE, YNB and 1% ethanol.

### *ALD6-1* is indispensable for ethanol metabolism

In *S. cerevisiae*, ALDs catalyze the conversion of acetaldehyde to acetate, the second step of ethanol metabolism (Fig. 1*E*). Since *ALD6-1* is the most downregulated gene in *Δmxr1* cultured in YNBE, we investigated its function and regulation in detail. *P. pastoris* genome harbors four *ALD* genes annotated as *ALD6-1*, *ALD6-2*, *ALD4*, and *ALD2* (Table 2). Quantitation of the four *ALD* mRNAs by quantitative PCR (qPCR) indicated that *ALD6-1* alone was downregulated in *Δmxr1* during ethanol metabolism (Fig. 1*F*). Since *ACS1* encoding ACS1 was shown to be downregulated in *Δmxr1* during acetate metabolism (4), we examined *ACS1* transcript levels in cells metabolizing ethanol. The results indicate that *ACS1* mRNA levels are comparable in *GS115* and *Δmxr1* during ethanol metabolism (Fig. 1*F*) suggesting that Mxr1p does not regulate *ACS1* expression during ethanol metabolism. It is pertinent to mention that *P. pastoris* homologs of transcription factor Cat8 regulate the expression of *ACS1* during ethanol metabolism (22). To further investigate regulation of *ALD6-1* by Mxr1p, we generated *GS115-A* and *Δmxr1-A* expressing Myc-tagged ALD6-1 (ALD6-1^Myc^) and examined ALD6-1 levels in the lysates of cells cultured in YNBE by Western blotting using anti-Myc epitope antibodies. The results indicate that ALD6-1^Myc^ is downregulated in *Δmxr1-A* (Fig. 1*G*). The gene encoding GFP was cloned downstream of 1.0 kb of *ALD6-1* promoter (*P*_*A*_*-GFP*), and protein levels in the lysates of *GS115* and *Δmxr1* cultured in YNBE were examined by Western blotting using anti-GFP antibodies. GFP levels are also downregulated in *Δmxr1* (Fig. 1*H*) suggesting that Mxr1p is likely to regulate *ALD6-1* expression at the transcriptional level. To understand the importance of *ALD6-1* in ethanol metabolism, gene encoding ALD6-1 was deleted to generate *Δald6-1* (Fig. 1*I*), which exhibits retarded growth when cultured in YNBE (Fig. 1*J*). Expression of ALD6-1^Myc^ from its own promoter in *Δald6-1* (Fig. 1*K*) readily restores growth in YNBE (Fig. 1*L*). However, expression of ALD6-1^Myc^ from *GAPDH* promoter in *Δmxr1* (Fig. 1*M*) does not result in the restoration of growth in YNBE (Fig. 1*N*). Thus, *ALD6-1* has a unique, essential, and nonredundant function during ethanol metabolism. The ability of ALD6-1 to restore growth of *Δald6-1* but not *Δmxr1* suggests that Mxr1p-regulated genes other than *ALD6-1* (Fig. 1, *C* and *D*) are essential for ethanol metabolism.

**Table 2:** *Pichia pastoris ALD*s

Gene	*P. pastoris CBS7435*	UniProt ID	*P. pastoris GS115*	UniProt ID
*ALD6-1*	PP7435_Chr4-0972	F2R0E4	PAS_chr4_0043	C4R6P6
*ALD6-2*	PP7435_Chr3-0183	F2QUS7	PAS_chr3_0987	C4R664
*ALD4*	PP7435_Chr2-0787	F2QSU4	PAS_chr2-1_0853	C4R0W4
*ALD2*	PP7435_Chr2-0843	F2QSZ7	PAS_chr2-1_0453	C4R0Q6

### Identification of MXREs in *ALD6-1* promoter (*P*_*A*_)

Since Mxr1p regulates the transcription of target genes by binding to MXREs in their promoters bearing the consensus sequence 5′-CYCCNY-3′ (4, 5), we analyzed 1.0 kb of *ALD6-1* promoter (*P*_*A*_) and identified three putative MXREs designated as MXRE1, MXRE2, and MXRE3 (Fig. 2*A*). Since point mutations within the 5′-CYCCNY-3′ motif of *AOX1* MXREs abrogate Mxr1p binding (19), 5′-CYCC-3′ sequence was mutated to 5′-CYCA-3′ in the *P*_*A*_MXREs (Fig. 2*B*). Oligonucleotides carrying these mutations were synthesized and designated as MXRE1-M, MXRE2-M, and MXRE3-M (Fig. 2*B*). A recombinant Mxr1p containing 150 N-terminal amino acids including the DBD, which specifically binds to MXREs of *AOX1* promoter, was purified from *Escherichia coli* cell lysates (19) and used in an electrophoretic mobility shift assay together with radiolabeled *P*_*A*_MXREs. The results indicate that Mxr1pN150 binds to wildtype but not the mutant *P*_*A*_MXREs (Fig. 2*C*). *P*_*A-*_*GFP* constructs carrying a point mutation in one or all three MXREs were generated (Fig. 2*D*), transformed into *GS115*, and GFP levels were examined by Western blotting using anti-GFP antibodies in the lysates of cells cultured in YNBE. The results indicate that mutation of MXRE1, MXRE2, or MXRE3 alone has no significant effect on GFP expression (Fig. 2*E*). However, GFP expression is significantly reduced when all the three are mutated (Fig. 2*F*) suggesting that a combination of two MXREs is sufficient for transactivation by Mxr1p from *P*_*A*_ during ethanol metabolism. Key results obtained thus far are summarized in Figure 2*G*.

**Figure 2:**
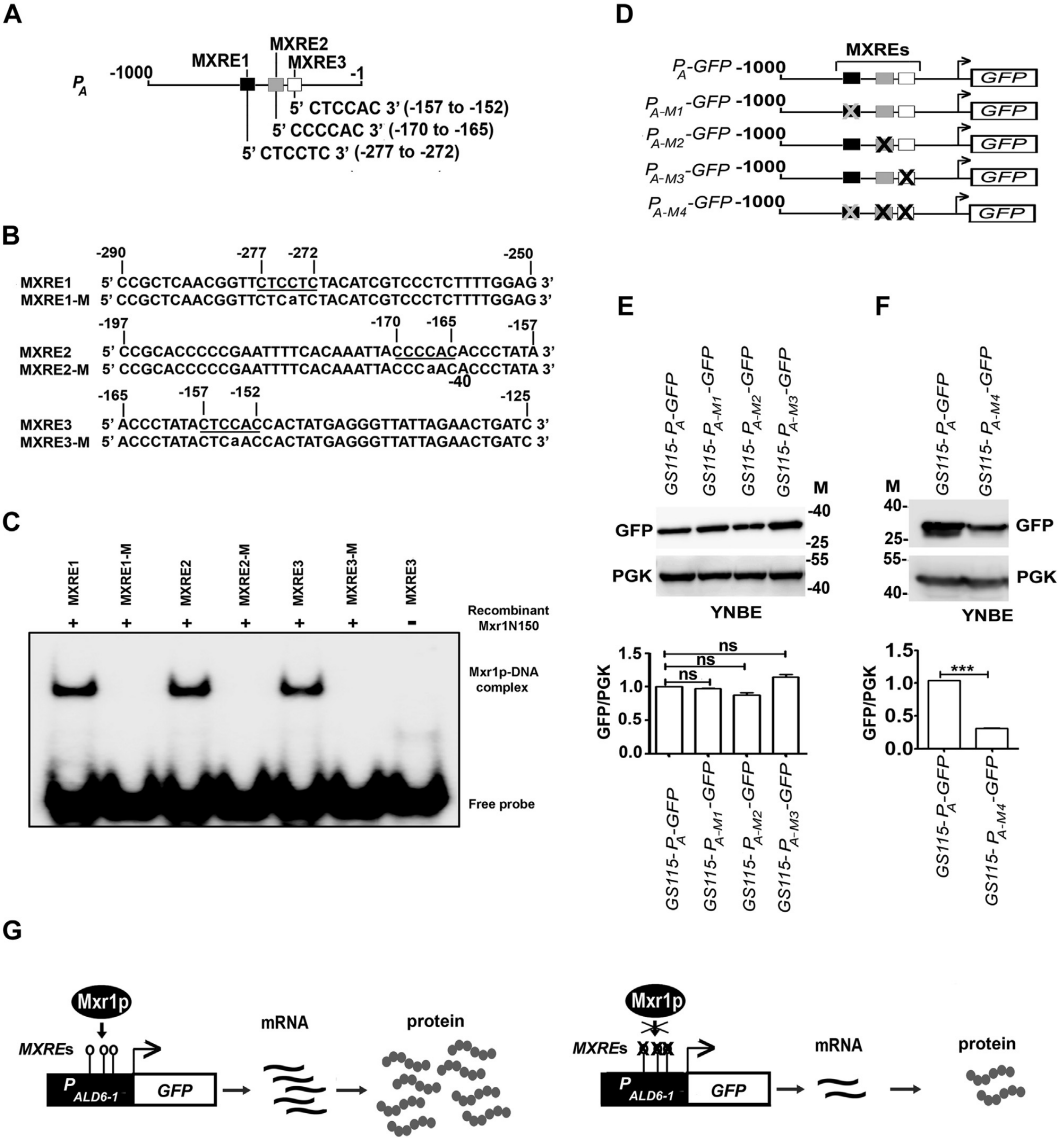
**Transcriptional regulation of *ALD6-1* by Mxr1p and importance of MXREs in *ALD6-1* promoter (*P***_***A***_**).***A*, schematic representation of position of putative MXREs in *ALD6-1* promoter. *B*, nucleotide sequence of oligonucleotides used in EMSA. MXREs are *underlined*. In MXRE1-M, MXRE2-M, and MXRE3-M, 5′-CYCC-3′ was mutated to 5′-CYCA-3′. Mutated base is shown in *lower case*. *C*, analysis of recombinant Mxr1pN150 binding to radiolabeled *ALD6-1* promoter regions by EMSA. *D*, schematic representation of different *P*_*A*_*-GFP* constructs carrying point mutations in only one (*P*_*A-M1*_*-GFP*, *P*_*A-M2*_*-GFP*, and *P*_*A-M3*_*-GFP*) or all the three (*P*_*A-M4*_*-GFP*) MXREs. MXREs are boxed, and mutant MXREs are denoted by “X.” *E* and *F*, analysis of GFP expression from *P*_*A*_ containing wildtype or mutant MXREs by Western blotting using anti-GFP antibodies in lysates of cells cultured in YNBE. PGK was used as a loading control. M, protein molecular weight markers (kilodalton). The *panel* below shows quantitation of the Western blot data. The intensity of individual bands was quantified and expressed as arbitrary units ± SD relative to controls (n = 3). *F*, the faster migrating GFP band was also included during quantitation. *G*, schematic representation of regulation of *ALD6-1* by Mxr1p during ethanol metabolism. MXRE, Mxr1p response element; PGK, phosphoglycerate kinase.

### Mxr1N400 activates *ALD6-1* transcription during ethanol metabolism

Among the various *P. pastoris* transcription factors identified thus far (6, 7, 8, 9, 10, 11), Mxr1p has the unique distinction of functioning as a global regulator of multiple metabolic pathways (4, 5, 12). Mxr1p full-length protein (Mxr1FL) consists of 1155 amino acids. A truncated Mxr1p (Mxr1N400) consisting of 400 N-terminal amino acids was shown to activate the transcription of Mxr1p target genes of acetate and amino acid metabolism as well as *AOX1* of methanol metabolism (4, 5, 20). Here, we examined the ability of Mxr1N400 to activate *ALD6-1* transcription during ethanol metabolism. When expressed in *Δmxr1*, Mxr1N400 was as efficient as Mxr1FL in restoring *ALD6-1* mRNA levels (Fig. 3*A*). Furthermore, Mxr1N400 reversed the growth defect of *Δmxr1* as efficiently as Mxr1FL (Fig. 3*B*). Thus, 400 N-terminal amino acids of Mxr1p are sufficient to activate the transcription of not only *ALD6-1* but also other Mxr1p-regulated genes necessary for ethanol metabolism.

**Figure 3:**
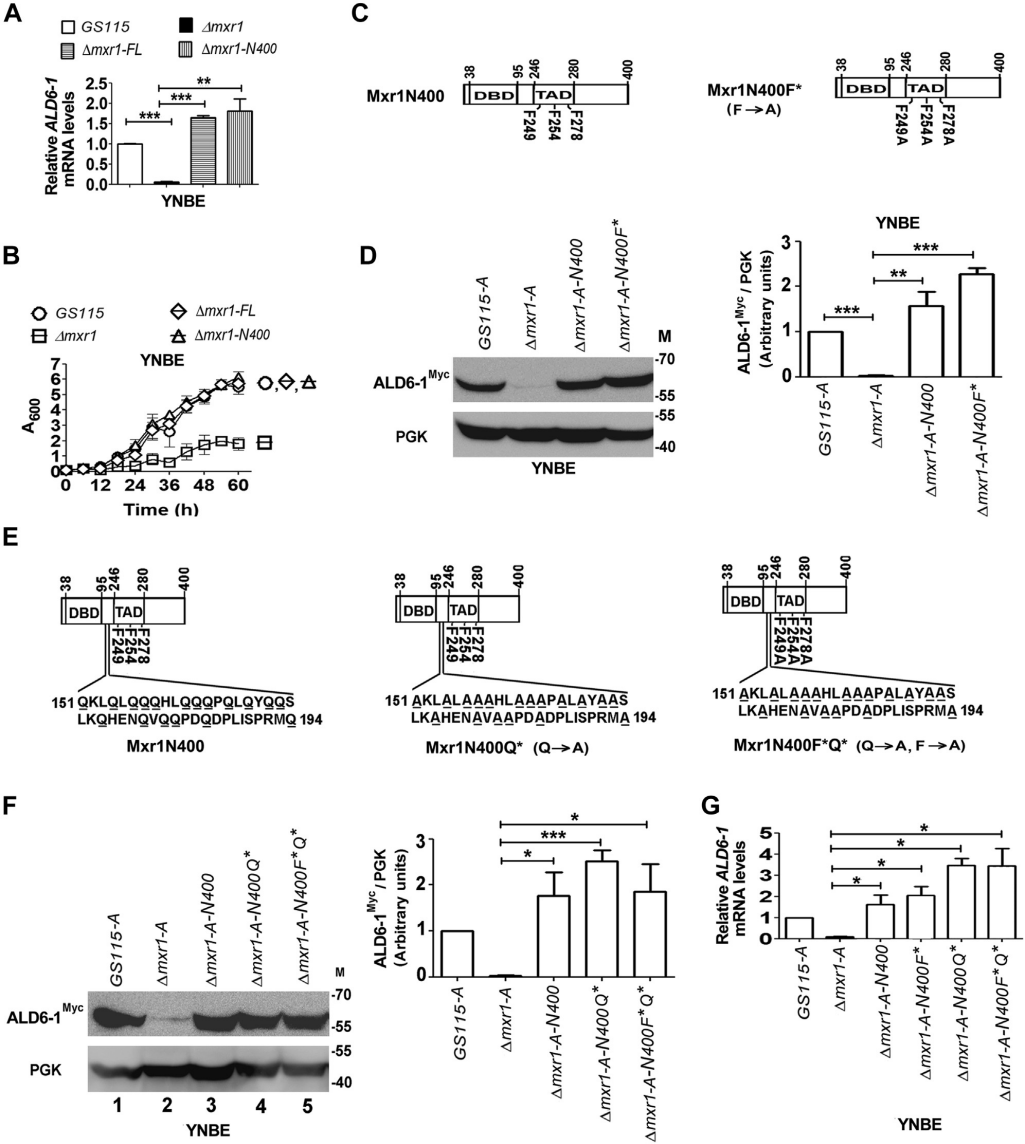
**Characterization of Mxr1N400 TAD during ethanol metabolism.***A*, quantitation of *ALD6-1* mRNA levels by quantitative PCR (qPCR) in different *Pichia pastoris* strains cultured in YNBE as indicated. *B*, analysis of growth of different *P. pastoris* strains cultured in YNBE. Absorbance at 600 nm of liquid cultures was measured at different time intervals as indicated. *C*, schematic representation of Mxr1N400 and Mxr1N400F∗. The TAD between amino acids 246 and 280 as well as F249, F254, F278, important for transactivation of *AOXI* as reported by Parua *et al.* (20), are shown. In Mxr1N400F∗, phenylalanine residues were mutated to alanine residues. *D*, Western blot analysis of ALD6-1^Myc^ using anti-Myc epitope antibodies in the lysates of different *P. pastoris* strains as indicated. Cells were cultured in YNBE for 14 h. Quantitation of data is shown. The intensity of individual bands was quantified and expressed as arbitrary units ± SD relative to controls (n = 3). *E*, schematic representation of Mxr1N400, Mxr1N400Q∗, and Mxr1N400F∗Q∗. Glutamine residues were mutated to alanine residues in Mxr1N400Q∗. Both glutamine and phenylalanine residues were mutated to alanine residues in Mxr1N400F∗Q∗. *F*, Western blot analysis of ALD6-1^Myc^ using anti-Myc epitope antibodies in the lysates of different *P. pastoris* strains as indicated. Cells were cultured in YNBE for 14 h. Quantitation of data is shown. The intensity of individual bands was quantified and expressed as arbitrary units ± SD relative to controls (n = 3). *G*, quantitation of *ALD6-1* mRNA levels by qPCR in different *P. pastoris* strains cultured in YNBE as indicated. Error bars in each figure indicate SD; n = 3. In the bar diagrams, *p* value summary is mentioned on the bar of each figure. ∗*p* < 0.05; ∗∗*p* < 0.005; ∗∗∗*p* < 0.0005; and ns. Student's unpaired *t* test was done. ns, not significant; TAD, transactivation domain; YNBE, yeast nitrogen base and 1% ethanol.

Mxr1N400 was shown to possess a TAD between amino acid residues 246 and 280 (Fig. 3*C*) (20). Mutation of three phenylalanine residues (F249, F254, and F278) within this TAD to alanine has been reported to result in the loss of transactivation function of Mxr1p (20). To examine the role of these phenylalanine residues in the activation of *ALD6-1* transcription during ethanol metabolism, we generated Mxr1N400F∗ in which phenylalanine residues were mutated to alanine (Fig. 3*C*). When expressed in *Δmxr1-A*, it restores ALD6-1^Myc^ levels as efficiently as Mxr1N400 (Fig. 3*D*) indicating that phenylalanine residues are not essential for the transactivation of *ALD6-1* during ethanol metabolism.

Analysis of amino acid sequence of Mxr1N400 indicated the presence of a glutamine-rich region between 151 and 194 residues (Fig. 3*E*). Several transcription factors ranging from yeast to humans have been shown to contain glutamine-rich regions within their TADs (15, 23, 24, 25, 26, 27). To investigate the role of glutamine residues of Mxr1N400 in the transactivation of *ALD6-1*, we generated Mxr1N400Q∗ as well as Mxr1N400F∗Q∗ in which glutamine residues alone or glutamine as well as phenylalanine residues were mutated to alanine, respectively (Fig. 3*E*). When expressed in *Δmxr1-A*, both these mutant proteins restore ALD6-1^Myc^ protein (Fig. 3*F*) as well as mRNA (Fig. 3*G*) levels in cells cultured in YNBE. Thus, neither phenylalanine residues nor glutamine residues are essential for the transactivation of *ALD6-1* during ethanol metabolism.

To further characterize the N-terminal TAD, we generated Mxr1N250 and Mxr1N150 constructs in which GFP was fused to 250 and 150 N-terminal amino acids of Mxr1p, respectively (Fig. 4*A*), and these were expressed in *Δmxr1-A*. Protein expression was confirmed by Western blotting using anti-GFP antibodies (Fig. 4*B*). Mxr1N250 and Mxr1N150 failed to restore ALD6-1^Myc^ protein (Fig. 4*C*) and mRNA (Fig. 4*D*) levels in *Δmxr1-A* suggesting that the region between 251 and 400 amino acid residues of Mxr1p harbors putative TAD(s) essential for ethanol metabolism. Nuclear localization is essential for the regulation of expression of target genes by transcription factors, and it is possible that the inability of Mxr1N250 to activate *ALD6-1* transcription may be due to the loss of an NLS present between 251 and 400 amino acids. To rule out this possibility, subcellular localization of Mxr1N250 was examined in cells cultured in YNBE by visualizing direct GFP fluorescence in a confocal microscope. The results indicate that Mxr1N250 localizes to the nucleus during ethanol metabolism (Fig. 4*E* and Fig. S1), and the inability of Mxr1N250 to activate *ALD6-1* expression may be due to the loss of a transactivation function present between 251 and 400 amino acids.

**Figure 4:**
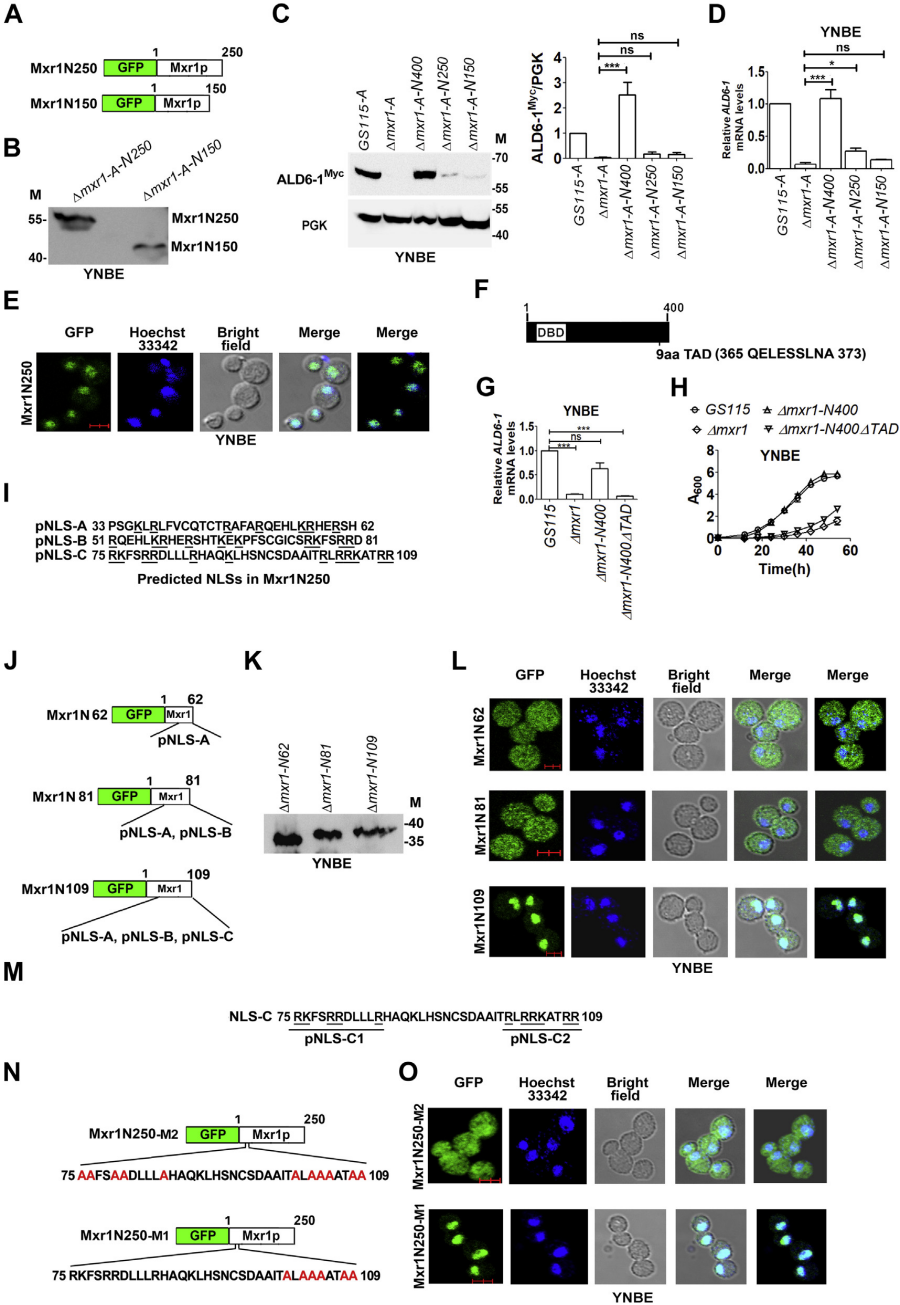
**Characterization of putative N-terminal TAD and NLS in Mxr1N250.***A*, schematic representation of Mxr1N250 and Mxr1N150 carrying N-terminal GFP fusions. *B*, Western blot analysis of Mxr1N250 and Mxr1N150 in cells cultured in YNBE using anti-GFP antibodies. *C*, Western blot analysis of ALD6-1^Myc^ in the lysates of different *Pichia pastoris* strains as indicated using anti-Myc epitope antibodies. Cells were cultured in YNBE for 14 h. Quantitation of data is shown. The intensity of individual bands was quantified and expressed as arbitrary units ± SD relative to controls (n = 3). *D*, quantitation of *ALD6-1* mRNA levels by quantitative PCR (qPCR) in different *P. pastoris* strains cultured in YNBE for 14 h. *E*, live cell confocal imaging of Mxr1N250 cultured in YNBE. Hoechst 33342 was used to stain nuclei. GFP was visualized by direct fluorescence. *F*, schematic representation of putative nine-amino acid TAD present in Mxr1N400 between amino acids 365 and 373. *G*, quantitation of *ALD6-1* mRNA levels by qPCR in different *P. pastoris* strains cultured in YNBE for 14 h. *H*, analysis of growth of different *P. pastoris* strains cultured in YNBE. *I*, three putative NLSs (pNLS-A, pNLS-B, and pNLS-C) in Mxr1N250 as predicted by cNLS mapper. *J*, schematic representation of Mxr1N62, Mxr1N81, and Mxr1N109 carrying N-terminal GFP fusions. *K*, Western blot analysis of Mxr1N62, Mxr1N81, and Mxr1N109 in cells cultured in YNBE using anti-GFP antibodies. *L*, live cell confocal imaging of Mxr1N62, Mxr1N81, and Mxr1N109 cultured in YNBE. Hoechst 33342 was used to stain nuclei. GFP was visualized by direct fluorescence. *M*, depiction of two clusters of basic amino acids (pNLS-C1 and pNLS-C2) in pNLS-C. *N*, mutation of basic amino acid residues in both pNLS-C1 and pNLS-C2 (Mxr1N250-M2) or pNLS-C2 alone (Mxr1N250M1) to alanine. *O*, subcellular localization of Mxr1N250-M2 and Mxr1N250-M1 was examined by direct GFP fluorescence as indicated. *C* and *D*, error bars indicate SD; n = 3. *p* Value summary is mentioned on the bar of each figure. ∗*p* < 0.05, ∗∗*p* < 0.005, ∗∗∗*p* < 0.0005, and ns. Student's unpaired *t* test was done. The scale bar in *E*, *L*, and *O* corresponds to 2.0 μm. NLS, nuclear localization signal; ns, not significant; TAD, transactivation domain; YNBE, yeast nitrogen base and 1% ethanol.

Transcription factors, such as Oaf1, Pip2, and Gal4, possess a 9aaTAD, which is present in several other transcription factors, such as E2A, MLL, p53, NF-κB, NFAT, CEBP, Sox18, Pdr1, Gcn4, and VP16 (28, 29, 30, 31). The 9aaTAD interacts with the transcriptional cofactor TAF9 as well as the KIX domain of general transcriptional mediators CBP, p300, or MED15 (28, 29, 30, 31). *In silico* analysis of the amino acid sequence of Mxr1N400 using the 9aaTAD prediction tool (https://www.med.muni.cz/9aaTAD/index.php) indicated the presence of a putative 9aaTAD between amino acids 365 and 373 (Fig. 4*F*). To examine its function, Mxr1N400 carrying a deletion of this putative TAD was generated (Mxr1N400ΔTAD), expressed in *Δmxr1*, and *ALD6-1* mRNA levels were analyzed by qPCR. The results indicate that Mxr1N400 but not Mxr1N400ΔTAD restores *ALD6-1* mRNA levels (Fig. 4*G*) as well as growth (Fig. 4*H*) of *Δmxr1* indicating that the putative 9aaTAD functions as TAD during ethanol metabolism.

### Identification of NLS in Mxr1N250

The localization of Mxr1N250 in the nucleus of cells cultured in YNBE led us to investigate the presence of NLS within 250 N-terminal amino acids. Analysis of the amino acid sequence of Mxr1N250 by cNLS mapper (http://nls-mapper.iab.keio.ac.jp/cgi-bin/NLS_Mapper_form.cgi) revealed the presence of multiple putative NLSs (pNLS-A, pNLS-B, and pNLS-C) (Fig. 4*I*). To examine their function, 62 (Mxr1N62), 81 (Mxr1N81), and 109 (Mxr1N109) N-terminal amino acids of Mxr1p were fused to GFP (Fig. 4*J*) and expressed in *Δmxr1* (Fig. 4*K*). Subcellular localization studies indicate that Mxr1N62 and Mxr1N81 are cytosolic, whereas Mxr1N109 localizes to the nucleus (Fig. 4*L* and Figs. S2–S4) indicating that pNLS-C harbors an NLS. pNLS-C resembles a classical bipartite NLS (16) consisting of two clusters of basic amino acids (pNLS-C1 and pNLS-C2) separated by a spacer (Fig. 4*M*). Basic amino acid residues in pNLS-C1 as well as pNLS-C2 (Mxr1N250-M2) or pNLS-C2 alone (Mxr1N250-M1) were mutated to alanine residues (Fig. 4*N*), and nuclear localization was examined in cells cultured in YNBE. Mxr1N250-M1 but not Mxr1N250-M2 localizes to the nucleus (Fig. 4*O*, Figs. S5, and S6) indicating that the pNLS-C1 functions as monopartite NLS in Mxr1N250.

### Mxr1N400 is necessary but not sufficient for the activation of Mxr1p target genes required for methanol metabolism

During methanol metabolism, Mxr1p activates the transcription of *AOX1* encoding alcohol oxidase 1 as well as other methanol utilization (MUT) pathway genes, such as *DHAS*, *FLD*, *FDH*, *PEX5*, *PEX8*, and *PEX14* encoding dihydroxyacetone synthase, formaldehyde dehydrogenase, formate dehydrogenase, peroxins 5, 8, and 14, respectively (6). Furthermore, Mxr1N400 was shown to be sufficient for the activation of *AOX1* during methanol metabolism (20). Interestingly, Mxr1N400 as well as Mxr1N400F∗, MxrN400Q∗, and Mxr1N400F∗Q∗ restore *AOX1* mRNA levels when expressed in *Δmxr1* cultured in YNB and 1% methanol (YNBM) (Fig. 5*A*). Thus, phenylalanine and glutamine residues in Mxr1N400 have no major role in the activation of Mxr1p target genes of ethanol as well as methanol metabolism (Figs. 3*G* and 5*A*). However, the ability of Mxr1N400 to regulate transcription of Mxr1p target genes other than *AOX1* has not been investigated. Here, we demonstrate that Mxr1N400 activates the transcription of not only *AOX1* but also other MUT pathway genes as evident from qPCR analysis of RNA isolated from cells cultured in a medium containing YNBM (Fig. 5*B*). The mRNA levels of MUT pathway genes are twofold to fivefold higher in *Δmxr1-N400* than those in *GS115* because of overproduction of Mxr1N400 from *GAPDH* promoter as evident from qPCR analysis of *MXR1* mRNA levels (Fig. 5*C*). Surprisingly, Mxr1N400 does not rescue the growth defect of *Δmxr1* cultured in YNBM, despite activating the transcription of several key Mxr1p target genes of methanol metabolism (Fig. 5*D*). Thus, in addition to the known Mxr1p targets, that is, MUT pathway genes, Mxr1p regulates the expression of several other genes essential for methanol metabolism whose identity is not known. It is likely that transactivation of these essential genes is facilitated by other putative TAD(s) localized beyond 400 N-terminal amino acids of Mxr1p. Interestingly, the region between 401 and 1155 amino acids harbors several putative 9aaTADs (Fig. 5*E* and Fig. S7), some of which may be involved in the activation of genes essential for methanol metabolism.

**Figure 5:**
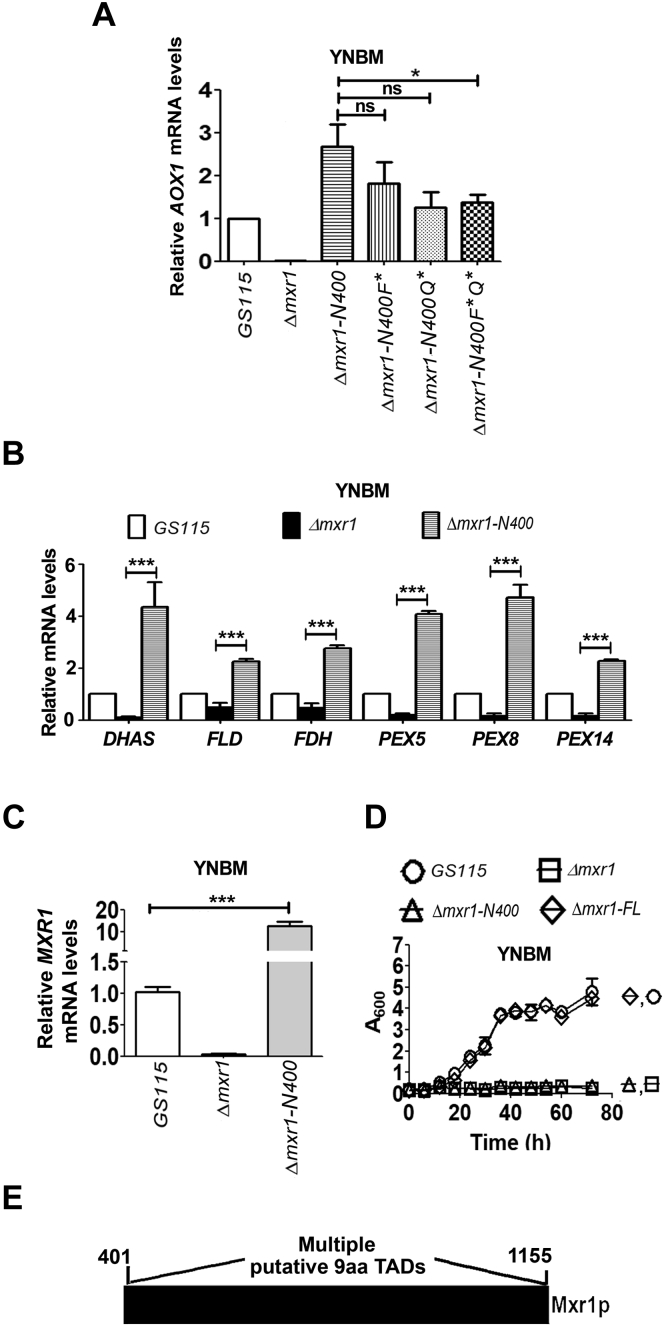
**Analysis of the role of Mxr1N400 and Mxr1FL in methanol metabolism.***A*, quantitation of *AOXI* mRNA by quantitative PCR (qPCR) during methanol metabolism in different *Pichia pastoris* strains as indicated. Cells were cultured in YNBM for 14 h. Error bars in each figure indicate SD; n = 3. *B* and *C*, quantitation of *DHAS*, *FLD*, *FDH*, *PEX5*, *PEX8*, *PEX14*, as well as *MXR1* mRNAs by qPCR during methanol metabolism in different *P. pastoris* strains as indicated. Error bars in each figure indicate SD; n = 3. *D*, analysis of growth of different *P. pastoris* strains cultured in YNBM. *E*, schematic diagram depicting putative nine-amino acid TADs between amino acids 401 and 1155 of Mxr1p. For details, see Fig. S7. In the bar diagrams, *p* value summary is mentioned on the bar of each figure. ∗*p* < 0.05, ∗∗*p* < 0.005, ∗∗∗*p* < 0.0005, and ns. Student's paired or unpaired *t* test was done. ns, not significant; YNBM, yeast nitrogen base and 1% methanol.

### Identification of novel targets of Mxr1p essential for methanol metabolism

To identify genes of methanol metabolism whose transactivation is dependent on Mxr1FL rather than Mxr1N400, RNA was isolated from *GS115*, *Δmxr1*, *Δmxr1-FL*, and *Δmxr1-N400* grown in YNBM, and biological replicates were subjected to DNA microarray for the identification of differentially expressed genes. 

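The arrays measured RNA of 4 strains after 14 h in YNBM, a minimal medium in which 1% methanol is the carbon source. *GS115* is the parent strain, and *Δmxr1* carries a zeocin resistance cassette in the *MXR1* coding region. *Δmxr1-FL* and *Δmxr1-N400* are *Δmxr1* transformed with a plasmid from which full-length Mxr1p or its N-terminal part, each with a C-terminal Myc tag, is expressed under the GAPDH promoter. The 2 biological replicates of each strain, A and B, were labeled with Cy3 and hybridized to 8 single-color Agilent arrays, each with 15208 probes for 5317 genes apart from the control spots. All 8 arrays lie on 1 slide, with *GS115* and *Δmxr1* in row 1 and *Δmxr1-FL* and *Δmxr1-N400* in row 2. The row of the slide is therefore the same for *Δmxr1* and *GS115* and for *Δmxr1-FL* and *Δmxr1-N400*, but cannot be told apart from the strain when *Δmxr1-FL* or *Δmxr1-N400* is compared with *GS115*. *GS115* and *Δmxr1-FL* lie in columns 1 and 2, and *Δmxr1* and *Δmxr1-N400* in columns 3 and 4, so the column cannot be told apart from the strain between *Δmxr1* and *GS115* or between *Δmxr1-FL* and *Δmxr1-N400*.

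Agilent Feature Extraction gave each probe a background-subtracted intensity. The 75th percentile of this intensity for replicates A and B was 1280 and 1260 in *GS115*, 815 and 662 in *Δmxr1*, 1040 and 1170 in *Δmxr1-FL*, and 1510 and 1840 in *Δmxr1-N400*. Depending on the array, 82.1% to 89.7% of the probes were well above background, and 0 were saturated. The authors processed these values in GeneSpring GX with a 75th percentile shift. On every array, the log2 value that the authors deposited for each of the 5317 genes equals, within 0.001, the mean log2 intensity of the probes of that gene detected on that array minus a constant of the array. The probes that enter such a mean differ between the arrays for 1376 genes (25.9%).

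For the values given here, the log2 intensity of each probe was taken relative to the 75th percentile of its array. The 13443 probes well above background on both arrays of at least 1 strain were kept, the same probes of a gene were averaged on every array, and 5001 genes were tested. Strains were compared by limma (lmFit and eBayes over all 8 arrays). A gene was called downregulated or upregulated at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1, which is the fold change threshold of the paper's methods. Limma replaced the Student's test of the paper's methods because each strain has 2 arrays, a number that limits the precision of every value. The median SD between the replicates of a gene was 0.09 in *GS115*, 0.23 in *Δmxr1*, 0.22 in *Δmxr1-FL* and 0.13 in *Δmxr1-N400* on the log2 scale. Gene positions are those of the array's annotation, which names no genome build. The *MXR1* transcript was not analyzed here. The labels were checked with 5 probes for the blasticidin resistance marker, which Table 1 gives as Bla r for *Δmxr1-FL* and *Δmxr1-N400*. All 5 were well above background on each array of these strains, compared with 0 on both *GS115* arrays, 1 on array A of *Δmxr1* and 0 on array B.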

In all the comparisons, *GS115* was used as a control for clustering differentially expressed genes. To identify significantly regulated genes, a cutoff of *p* value <0.01 was applied. Microarray datasets have been deposited into the GEO database under accession identification number GSE146829. Volcano plots and heat maps are used to illustrate overall changes in gene expression.

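Against *GS115*, limma called 405 genes downregulated and 786 upregulated in *Δmxr1*, 0 and 25 in *Δmxr1-FL*, and 219 and 137 in *Δmxr1-N400*. For the 0 downregulated genes of *Δmxr1-FL*, the number at the same fold change and an unadjusted p below 0.05 was 28. The methods' t-test gave 3 such genes at a p below 0.01 and 0 after Benjamini-Hochberg adjustment. That adjusted t-test moved the *Δmxr1* counts most, to 11 and 17. Upregulated genes made up 100% of the *Δmxr1-FL* calls, but 78.6% after normexp background correction with 6 genes downregulated, 80.4% with quantile normalization with 10, and 75.7% with median centring with 9. Counts in the complemented strains moved when arrays were left out. A strain left with a single array adds nothing to the shared spread. *GS115* and *Δmxr1-N400* had the smallest median SD between replicates (0.09 and 0.13). Calls in *Δmxr1-N400* fell alike for either array of these strains, so no single array accounts for that fall. Without array A of *Δmxr1-FL* or either array of *GS115*, 0 genes were upregulated in *Δmxr1-FL*, compared with 5 without its array B, 2 without either array of *Δmxr1-N400* and 24 without either array of *Δmxr1*. Genes downregulated in *Δmxr1-FL* numbered 4 without either array of *Δmxr1*. Without either array of *GS115* or of *Δmxr1-N400*, 4 genes were downregulated and 5 to 7 upregulated in *Δmxr1-N400*. The 786 upregulated genes of *Δmxr1* fell to 472 without array B of *GS115*.

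When the complemented strains were compared with each other, 189 genes were higher and 89 lower in *Δmxr1-FL* than in *Δmxr1-N400*. The split was 166 and 164 with quantile normalization and 205 and 159 with median centring. It also depended on the arrays: 33 and 40 genes without array A of *Δmxr1-FL*, 517 and 72 without its array B, 21 and 15 without either array of *GS115*, 2 and 0 without array A of *Δmxr1-N400*, and 1 and 0 without its array B.

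Of the 405 genes downregulated in *Δmxr1*, 387 (95.6%) lay within 1 log2 unit of *GS115* in *Δmxr1-FL* and 311 (76.8%) in *Δmxr1-N400*. Their median log2 fold change against *GS115* was -1.35 in *Δmxr1*, -0.09 in *Δmxr1-FL* and -0.33 in *Δmxr1-N400*. Of the 786 upregulated genes, 757 (96.3%) lay within 1 log2 unit in *Δmxr1-FL* and 702 (89.3%) in *Δmxr1-N400*, and the medians were 1.52 in *Δmxr1*, 0.15 in *Δmxr1-FL* and 0.03 in *Δmxr1-N400*. These shares use the same *GS115* arrays throughout. Simulated strains equal to *GS115* gave 99.4% for the downregulated and 99.1% for the upregulated genes, and simulated strains equal to *Δmxr1* gave 18.0% and 14.7%. Without array A of *Δmxr1-FL*, its share for the downregulated genes was 89.0%, the largest move of these shares under the settings run. Of the downregulated genes, 300 (74.1%) were closer to *GS115* in *Δmxr1-FL* than in *Δmxr1-N400*, as were 498 (63.4%) of the upregulated genes. At an adjusted p below 0.05 from limma, 44 of the downregulated genes were higher and 25 lower in *Δmxr1-FL* than in *Δmxr1-N400*, and 30 of the upregulated genes were higher and 40 lower.

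**Figure D1:**
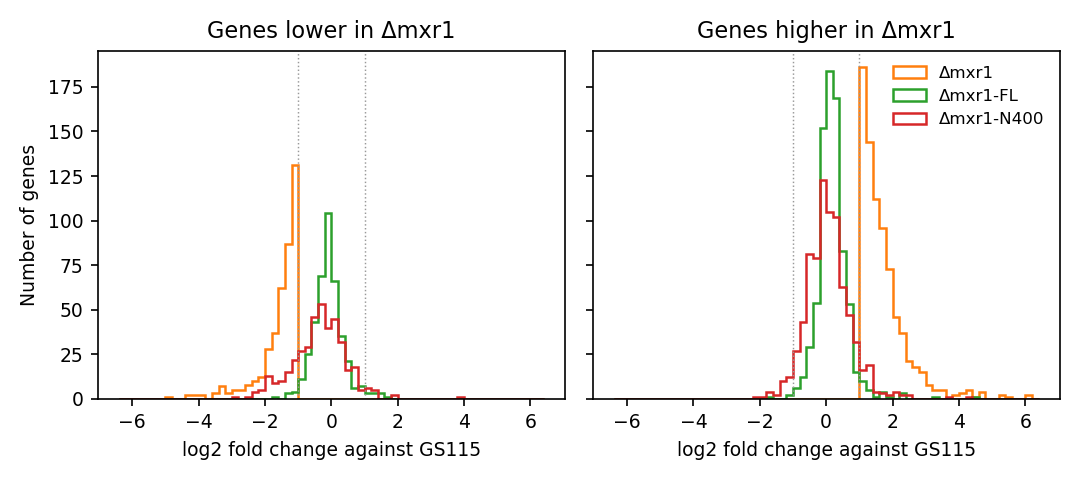
Number of genes by their log2 fold change against *GS115* in *Δmxr1*, *Δmxr1-FL* and *Δmxr1-N400*, for the 405 genes downregulated in *Δmxr1* (left) and the 786 upregulated (right); dotted lines mark log2 fold changes of -1 and 1. The curves of both complemented strains lie mostly between the dotted lines, with 95.6% of the downregulated genes there in *Δmxr1-FL* and 76.8% in *Δmxr1-N400*.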

Comparative analysis of the transcriptome of *GS115*, *Δmxr1*, *Δmxr1-FL*, and *Δmxr1-N400* indicates that Mxr1FL is more efficient than Mxr1N400 in restoring the gene expression pattern of *Δmxr1* to that of *GS115* (Fig. 6, *A*–*C*). At least 21 genes are downregulated in *Δmxr1*, and their expression is restored to almost wildtype levels by Mxr1FL but not Mxr1N400 (Fig. 6*B*) suggesting that the region beyond 400 amino acids of Mxr1p is required for their transactivation. This is further validated by qPCR of select genes such as *HST2* encoding an NAD^+^-dependent protein deacetylase of the silencing information regulator 2 family, *FET4-1* encoding low-affinity Fe (II) transporter of the plasma membrane, and cell agglutination protein mam3 (Fig. 6*D*). 

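To count such genes from the arrays, a gene had to be called downregulated in *Δmxr1*, to lie within 1 log2 unit of *GS115* in *Δmxr1-FL* and at least 1 log2 unit below *GS115* in *Δmxr1-N400*, and to differ between *Δmxr1-FL* and *Δmxr1-N400* at an adjusted p below 0.05 from limma. This rule gave 26 genes. With a fit to only the arrays of the strains compared, it gave 0, and with a trend of the spread on signal 59. The count was 0 without either array of *Δmxr1-N400*, 1 and 4 without array A and B of *GS115*, 6 and 57 without array A and B of *Δmxr1-FL*, and 43 without array A of *Δmxr1*. *HST2*, whose values follow further below, met this rule. *FET4-1* (BQ9382_C2-0030, chromosome 2, 15178 to 16743) and the gene of cell agglutination protein mam3 (BQ9382_C4-5245, chromosome 4, 1752938 to 1759474) were also among the 26. The log2 signal of *FET4-1* relative to the 75th percentile was -0.03 ± 0.05 in *GS115* (SD, n = 2), -3.06 ± 0.04 in *Δmxr1*, -0.80 ± 0.26 in *Δmxr1-FL* and -1.83 ± 0.18 in *Δmxr1-N400*. Its log2 fold change against *GS115* was -3.03 in *Δmxr1* (standard error 0.19, adjusted p = 0.000151 from limma). In *Δmxr1-FL*, *FET4-1* was lower than in *GS115* on both arrays, with a log2 fold change of -0.78 (standard error 0.19) that did not reach the threshold (adjusted p = 0.209), and in *Δmxr1-N400* the log2 fold change was -1.80 (adjusted p = 0.00682). The 2 complemented strains differed by 1.03 (adjusted p = 0.0263), a difference of 0.94 with quantile normalization and 0.87 with median centring. Mam3 signal was 1.22 ± 0.15 in *GS115* (SD, n = 2), -0.84 ± 0.12 in *Δmxr1*, 0.89 ± 0.08 in *Δmxr1-FL* and -0.55 ± 0.07 in *Δmxr1-N400*. Against *GS115* its log2 fold change was -2.06 in *Δmxr1* (standard error 0.16, adjusted p = 0.000374), -0.32 in *Δmxr1-FL* (adjusted p = 0.598) and -1.76 in *Δmxr1-N400* (adjusted p = 0.00557). It was higher in *Δmxr1-FL* than in *Δmxr1-N400* by 1.44 (adjusted p = 0.0105). The adjusted p of the difference between the complemented strains passed 0.05 for both genes without either array of *Δmxr1-N400*, and for *FET4-1* also without either array of *GS115* or array A of *Δmxr1-FL*.

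**Figure D2:**
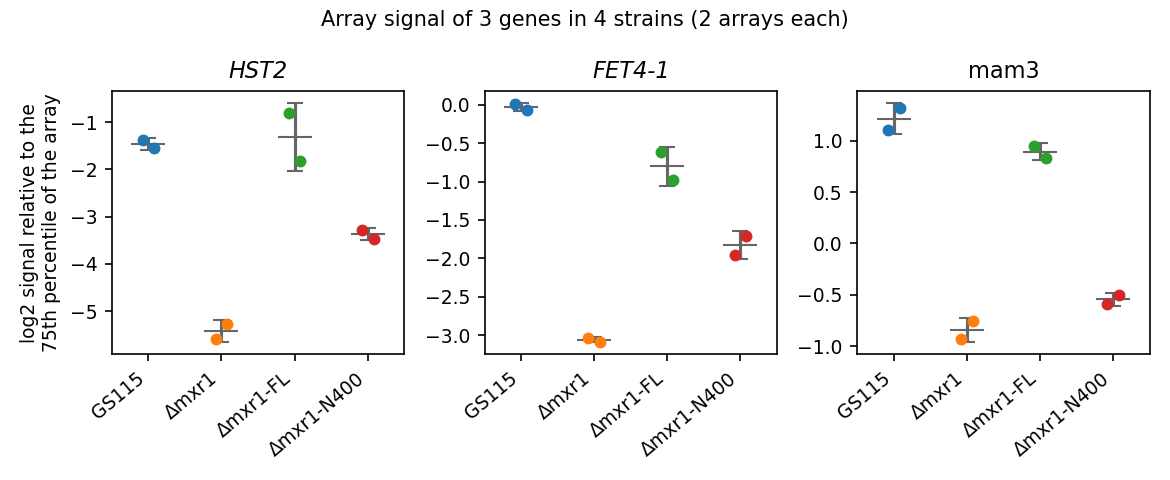
Log2 signal relative to the 75th percentile of the array (vertical axis) for *HST2*, *FET4-1* and mam3 in the 4 strains; points are the 2 arrays, the horizontal bar is their mean and the error bar the SD. For each gene, both *Δmxr1-FL* arrays lie above both *Δmxr1-N400* arrays.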

*HST2* is one of the most downregulated genes in *Δmxr1*, and its expression is fully restored by the expression of Mxr1FL but not Mxr1N400 (Fig. 6, *B* and *D*). 

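*HST2* (BQ9382_C1-5785, chromosome 1, 1992773 to 1993831) ranked 6 among the 5001 tested genes by its decrease in *Δmxr1*. Its log2 signal was -1.47 ± 0.12 in *GS115* (SD, n = 2) and -5.43 ± 0.23 in *Δmxr1*, a log2 fold change of -3.96 (standard error 0.32, adjusted p = 0.000436 from limma) that stayed between -4.12 and -3.79 when each array was left out in turn. In *Δmxr1* the signal was low, with 5 of the 6 spots well above background. The rank was lost after normexp background correction, where *HST2* was at -1.97 and *FET4-1*, ranked 20 without it, at -2.33. *HST2* signal was -1.31 ± 0.72 in *Δmxr1-FL*, not different from *GS115* (log2 fold change 0.16, adjusted p = 0.94), with a spread between its 2 arrays larger than in the other strains. In *Δmxr1-N400* it was -3.37 ± 0.14, a log2 fold change of -1.90 against *GS115* (adjusted p = 0.0179). *Δmxr1-FL* exceeded *Δmxr1-N400* by 2.06 (adjusted p = 0.0227), and by 1.55 to 2.56 with each array left out. That p rests on the spread shared by all strains (standard error 0.32) and not on the SD of 0.72 in *Δmxr1-FL*. With a fit to only the arrays of the strains compared, 0 genes met the rule for genes restored in *Δmxr1-FL* alone. Without either array of *GS115* or of *Δmxr1-N400*, neither the difference of *Δmxr1-N400* from *GS115* nor that from *Δmxr1-FL* reached an adjusted p of 0.05.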

Surprisingly, deletion of Mxr1p resulted in the upregulation of genes as well. 

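The largest increases in *Δmxr1* were 6.07 on the log2 scale for BQ9382_C1-6450, described as CENP-A multicopy suppressor protein 2, and 6.01 for BQ9382_C1-4460, an enolase C-terminal domain-like protein. In *GS115*, 1 of the 6 spots of BQ9382_C1-6450 was well above background. Normexp background correction gave 2.95 for BQ9382_C1-6450 and 3.97 for BQ9382_C1-4460. The ranks were not kept after normexp, where the acetyl-CoA synthetase gene *ACS2*, ranked 9 without it, was at 4.72. *SAS3* (BQ9382_C2-1240, chromosome 2, 402751 to 404850), a histone acetyltransferase subunit, ranked 4 with 5.33 (standard error 0.22, adjusted p = 4.84e-05 from limma). After normexp its value was 3.77. All 6 of its spots were well above background in every strain.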

A cluster of 17 genes is specifically upregulated in *Δmxr1*, and this is reversed more efficiently by Mxr1FL than Mxr1N400 (Fig. 6*C*). Thus, the region beyond 400 N-terminal amino acids is required for the regulation of full complement of Mxr1p target genes essential for methanol metabolism, and this explains the need for Mxr1FL to rescue the growth defect of *Δmxr1* cultured in YNBM.

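The same rule as for the downregulated genes, with the direction turned, gave 31 genes that were called upregulated in *Δmxr1*, lay within 1 log2 unit of *GS115* in *Δmxr1-FL* and at least 1 log2 unit above it in *Δmxr1-N400*, and differed between the complemented strains. With a fit to only the arrays of the strains compared and by the methods' t-test with Benjamini-Hochberg adjustment, this count was 0. It was also 0 without either array of *Δmxr1-N400*, 4 without either array of *GS115* and 11 without array A of *Δmxr1-FL*. Of all upregulated genes, 7 were still called upregulated in *Δmxr1-FL* and 46 in *Δmxr1-N400*. *SAS3* was in both of these sets. Its log2 fold change against *GS115* was 2.24 in *Δmxr1-FL* (adjusted p = 0.0267 from limma) and 4.27 in *Δmxr1-N400* (adjusted p = 0.000481), and the complemented strains differed by -2.03 (adjusted p = 0.00852). After normexp these values were 1.24, 2.72 and -1.47. The *Δmxr1-FL* call of *SAS3* was lost when array A of *Δmxr1-FL* or any array of *GS115* or *Δmxr1-N400* was left out, and its difference between the complemented strains without either array of *Δmxr1-N400*.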

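Of the genes downregulated in *Δmxr1*, 62 were still called downregulated in *Δmxr1-N400* and 0 in *Δmxr1-FL*. The lower and upper quartiles of their log2 fold change against *GS115* were -0.82 and 0.12 in *Δmxr1-N400* and -0.35 and 0.13 in *Δmxr1-FL*. *AOX1* (BQ9382_C4-0695, chromosome 4, 238970 to 240961), the alcohol oxidase gene of the MUT pathway, had a log2 signal of 5.69 ± 0.01 in *GS115* (SD, n = 2), 0.76 ± 0.03 in *Δmxr1*, 5.99 ± 0.35 in *Δmxr1-FL* and 5.06 ± 0.16 in *Δmxr1-N400*. The log2 fold change against *GS115* was 0.30 in *Δmxr1-FL* (standard error 0.20, adjusted p = 0.714 from limma) and -0.63 in *Δmxr1-N400* (standard error 0.20, adjusted p = 0.0813), and neither was called. Between them, *AOX1* differed by 0.93 (adjusted p = 0.0387), and by 1.18 without array B of *Δmxr1-FL* but 0.69 without its array A. The adjusted p of this difference was above 0.05 without array A of *Δmxr1-FL* or without any 1 array of *GS115* or *Δmxr1-N400*, and reached 0.199. The difference was 0.61 with quantile normalization. The paper reasons that Mxr1N400 activates *AOX1* and other genes of the MUT pathway and yet does not rescue growth in YNBM, and proposes that other genes need the region beyond Mxr1N400. From the genes whose expression returned in *Δmxr1-FL* but not in *Δmxr1-N400*, it concludes that this region is needed for the full complement of Mxr1p target genes, and that this explains why growth on methanol needs Mxr1FL.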

**Figure 6:**
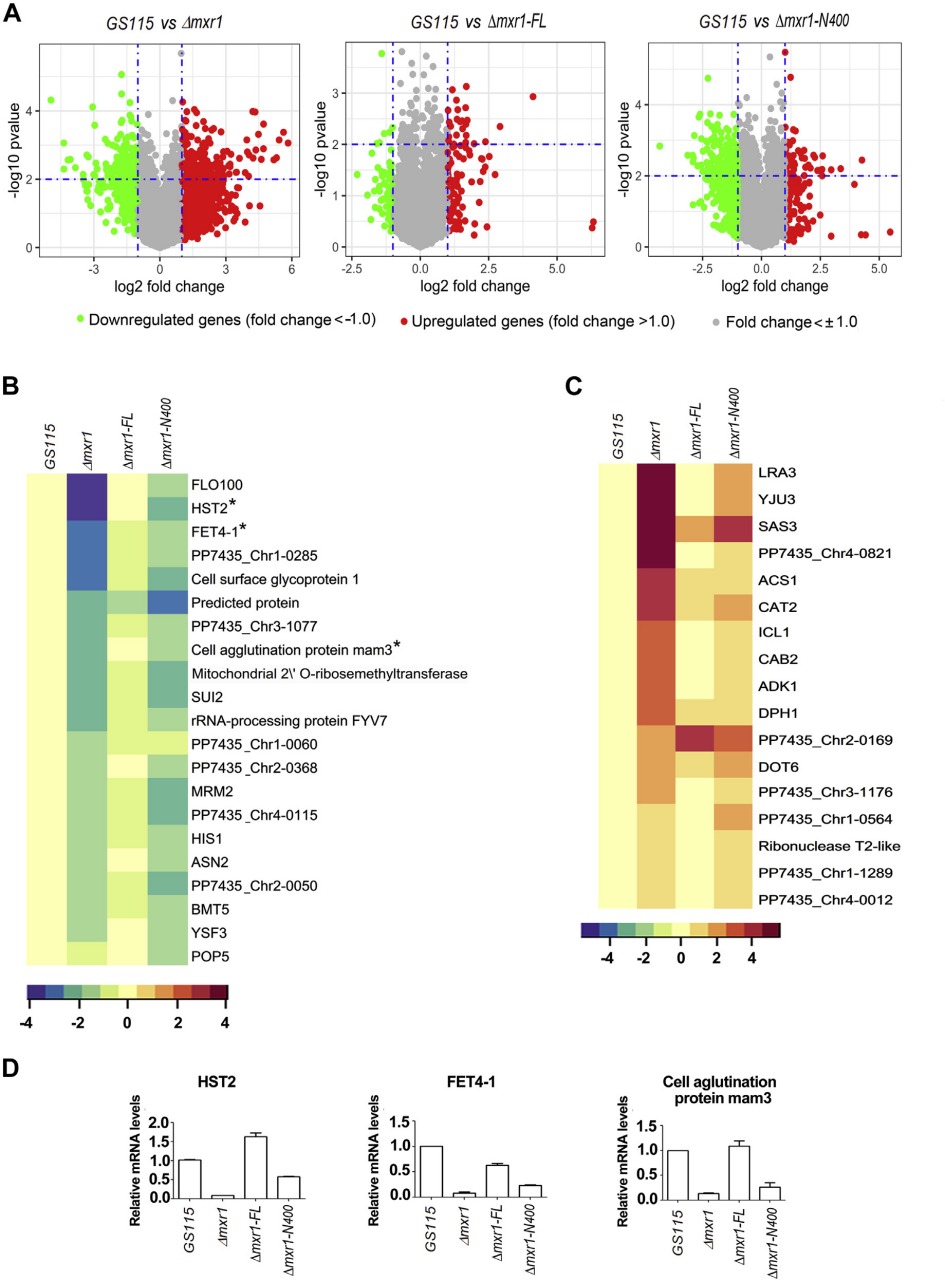
**Identification of methanol metabolism genes differentially regulated by Mxr1N400 and Mxr1FL.***A*, volcano plot highlighting significant upregulated and downregulated genes. Genes differentially expressed between *GS115* and *Δmxr1*, *GS115* and *Δmxr1-FL*, and *GS115* and *Δmxr1-N400* are shown. The *y*-axis corresponds to −log10 of *p* value, and *x*-axis displays the log2 fold change value. *Green* and *red dots* represent downregulated and upregulated transcripts, respectively. *B*, heat map of methanol metabolism genes downregulated in *Δmxr1* relative to *GS115*. When expressed in *Δmxr1*, Mxr1-FL reverses downregulation more effectively than Mxr1N400 (compare *Δmxr1-FL* and *Δmxr1-N400*). *Asterisk* indicates genes whose expression was validated by quantitative PCR (qPCR). *C*, heat map of methanol metabolism genes upregulated in *Δmxr1* relative to *GS115*. When expressed in *Δmxr1*, Mxr1-FL reverses upregulation more effectively than Mxr1N400 (compare *Δmxr1-FL* and *Δmxr1-N400*). To identify significantly regulated genes, a cutoff of *p* value <0.01 was applied. *D*, validation of DNA microarray data by qPCR of select genes. Error bars indicate SD; n = 2.

In addition to the demonstration of differential regulation of genes of methanol metabolism by Mxr1FL and Mxr1N400, the DNA microarray analysis has led to the identification of several novel target genes of Mxr1p in cells metabolizing methanol. 

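Among the genes called downregulated in *Δmxr1* by limma, 151 had a log2 fold change of -1.5 or below and 60 of -2 or below. After normexp background correction these numbers were 72 and 38, and by the methods' t-test at a p below 0.01 they were 80 and 30. *AOX1* had the largest decrease, with a log2 fold change of -4.93 (standard error 0.20, adjusted p = 4.84e-05), between -4.94 and -4.91 with each array left out, except when only the brightest probe of each gene was used, which gave -3.34 for *AOX1* and -4.47 for *NAT3*. BQ9382_C3-0950, a (trans)glycosidase, followed with -4.34. The acyl-CoA N-acyltransferase gene *NAT3* (BQ9382_C4-3405, chromosome 4, 1085031 to 1085630) had the same rounded value (standard error 0.26, adjusted p = 0.000151), and -2.95 after normexp. In *Δmxr1-N400*, *NAT3* was at 0.22 against *GS115* (adjusted p = 0.579). In *Δmxr1-FL* it was higher by 1.68 (adjusted p = 0.0577), a difference that was called after normexp, with quantile normalization and with median centring. Of the 161 genes that the paper's supporting tables list as downregulated, 160 were called downregulated here, and 245 further genes were called. Of all calls between *Δmxr1* and *GS115*, 45 had 1 strain with no signal well above background, and those fold changes were not measured on both sides.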

Deletion of *MXR1* altered the transcriptional landscape drastically (Fig. 6*A*), and a total of 161 genes with fold ≤−1, 82 genes with fold ≤−1.5, and 32 genes with fold ≤−2 were downregulated in *Δmxr1* (Supporting information 3 and Fig. 7*A*). Interestingly, deletion of *MXR1* resulted in upregulation of several genes (Fig. 7*B*), which is surprising, since Mxr1p is known to function as a transcriptional activator rather than transcriptional repressor. 

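Among the genes called upregulated in *Δmxr1* by limma, 402 had a log2 fold change of at least 1.5 and 175 of at least 2. Without array A of *Δmxr1* the numbers were 520 and 253, and without its array B 294 and 127. Of all calls in this comparison 66.0% were upregulated. The share depends on how the arrays are scaled to each other. It was 68.5% after normexp, 70.1% with median centring and 49.4% with quantile normalization, which called 577 genes downregulated and 564 upregulated. The median log2 fold change over all tested genes was 0.16, and quantile normalization moved it by -0.22 and normexp by 0.20. Of the 222 genes that the supporting tables list as upregulated, 214 were called upregulated here, 1 was called downregulated, and 572 further genes were called upregulated. Across the 383 genes of both lists of the paper, which are not independent replicates, the log2 fold changes correlated with those in the paper's tables with a Pearson r of 0.994, and the median absolute difference was 0.02.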

In fact, the number of upregulated genes surpassed that of downregulated genes in *Δmxr1*, with roughly 222 genes upregulated ≥1-fold, 135 genes ≥1.5-fold, and 79 genes ≥2-fold (Supporting information 3 and Fig. 7*B*). We have validated the microarray data by qPCR analysis of select genes. These include downregulated genes *FBA1-2*, *CLN2*, and *POX1* encoding fructose-bisphosphate aldolase, G1/S-specific cyclin, and acyl CoA oxidase, as well as upregulated genes *ACS1*, and *ACS2* and *ICL* encoding ACS1 and ACS2 and isocitrate lyase, respectively (Fig. 7, *C* and *D*). 

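The array values of these genes in *Δmxr1* were all past the replicate error. *FBA1-2* (BQ9382_C1-3280, chromosome 1, 1163931 to 1165034) had a log2 fold change against *GS115* of -3.82 (standard error 0.21, adjusted p = 0.000124 from limma) from its 2 probes. *CLN2* (BQ9382_C1-7980, chromosome 1, 2743766 to 2745103) fell by 2.89 (standard error 0.22, adjusted p = 0.000342) and *POX1* (BQ9382_C1-7020, chromosome 1, 2394037 to 2396148) by 3.23 (standard error 0.18, adjusted p = 0.000147). *ACS1* (BQ9382_C2-2770, chromosome 2, 932965 to 934971) rose by 4.39 (standard error 0.24, adjusted p = 0.000117), *ACS2* (BQ9382_C3-4250, chromosome 3, 1457691 to 1459709) by 4.74 (standard error 0.21, adjusted p = 4.84e-05) and *ICL1* (BQ9382_C1-5905, chromosome 1, 2031933 to 2033582) by 3.51 (standard error 0.24, adjusted p = 0.000241). In *Δmxr1-FL*, *FBA1-2*, *CLN2*, *ACS1*, *ACS2* and *ICL1* did not differ from *GS115* at an adjusted p below 0.05, while *POX1* was 1.48 higher (adjusted p = 0.0366). That *POX1* call was lost when any array of *GS115*, *Δmxr1-FL* or *Δmxr1-N400* was left out. In *Δmxr1-N400*, *FBA1-2* and *POX1* were not called against *GS115* (log2 fold changes -0.43 and -0.23, adjusted p = 0.2 and 0.424). *ACS1*, *ACS2* and *ICL1* remained higher there by 1.51, 1.13 and 1.39 (adjusted p = 0.0151, 0.0213 and 0.0179). *CLN2* was 1.27 higher than in *GS115* (adjusted p = 0.0181). These 4 calls were lost without either array of *GS115* or of *Δmxr1-N400* and under the methods' t-test. Between *Δmxr1-FL* and *Δmxr1-N400* directly, the difference was 1.70 for *POX1* (adjusted p = 0.00887), -2.20 for *CLN2* (adjusted p = 0.00811), -1.22 for *ACS2* (adjusted p = 0.0236) and -0.95 for *ACS1* (adjusted p = 0.0542), and *ICL1* was also lower in *Δmxr1-FL* (adjusted p = 0.0227). The differences of *POX1*, *CLN2*, *ACS2* and *ICL1* were not called without either array of *Δmxr1-N400*, and *ACS1* was called with quantile normalization at -1.11.

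**Figure D3:**
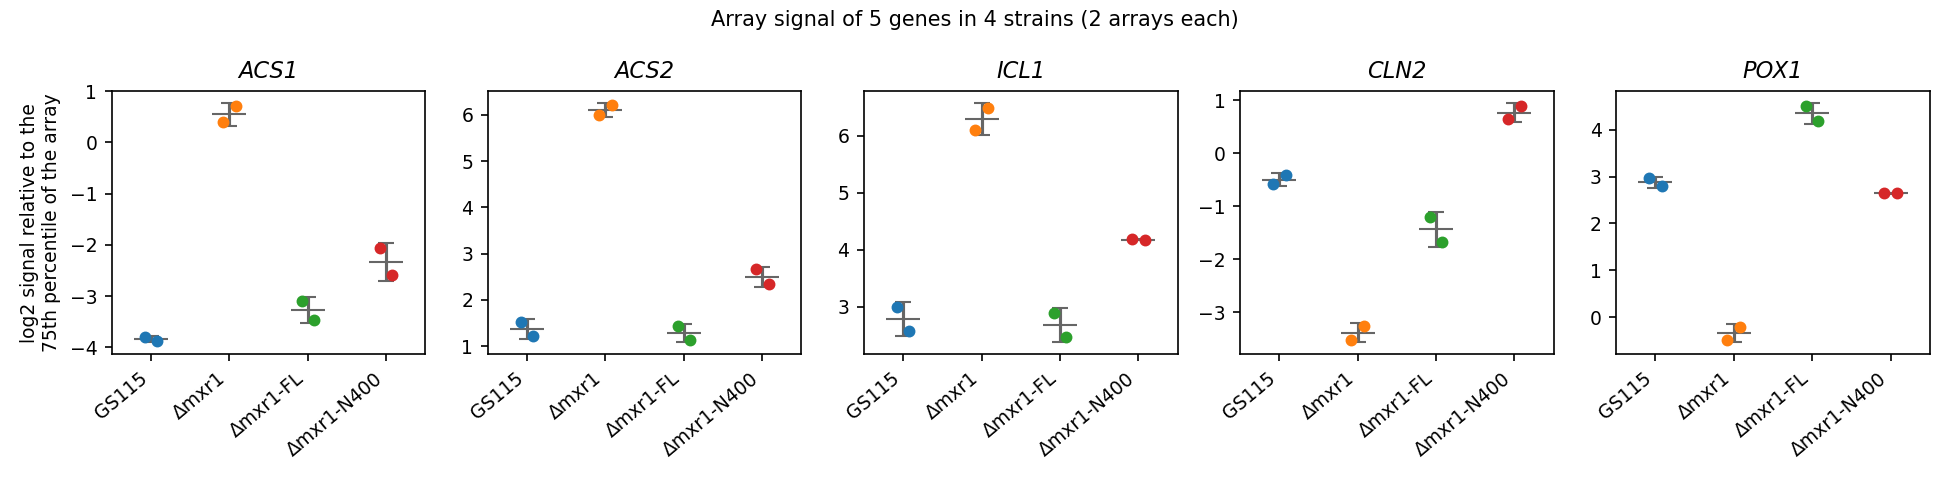
Log2 signal relative to the 75th percentile of the array (vertical axis) for *ACS1*, *ACS2*, *ICL1*, *CLN2* and *POX1* in the 4 strains; points are the 2 arrays, the horizontal bar is their mean and the error bar the SD. Mean *CLN2* signal is -0.50 in *GS115*, -3.39 in *Δmxr1*, -1.44 in *Δmxr1-FL* and 0.77 in *Δmxr1-N400*.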

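Of the paper's 161 downregulated genes, 9 have the word methyltransferase and 12 the word RNA in their descriptions, and all of them were called downregulated in *Δmxr1* here. The median log2 fold change was -1.55 for the methyltransferase genes (range -2.18 to -1.03) and -1.65 for the RNA genes (range -1.97 to -1.05). Of the 9 methyltransferase genes, 8 lay within 1 log2 unit of *GS115* in *Δmxr1-FL* and 6 in *Δmxr1-N400*. The numbers for the 12 RNA genes were 11 and 7. Outside that range, 1 methyltransferase and 1 RNA gene were above *GS115* in *Δmxr1-FL*, and in *Δmxr1-N400* 2 methyltransferase genes were below and 1 above, and 4 RNA genes below and 1 above. In the paper's list of 222 upregulated genes, 3 descriptions have the word methyltransferase (median log2 fold change 1.20) and 9 the word RNA (median 1.83). The words were counted only within the 2 lists, and no enrichment was tested.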

The enriched Gene Ontology (GO) categories for the downregulated genes include RNA-related processes, such as RNA methyltransferase, catalytic activity on RNA, metabolic processes, and transferase activity. In case of upregulated genes, enriched GO categories include primarily carboxylic acid, nucleotide, and amino acid metabolic processes (Fig. S8). 

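Of the paper's 222 upregulated genes, 11 have the word dehydrogenase in their descriptions. Their median log2 fold change in *Δmxr1* was 1.55, and 10 of them were called upregulated. The exception had a value of 0.04. The descriptions of 4 genes name acetyl-coenzyme A, with a median log2 fold change of 4.15. All 4 lay within 1 log2 unit of *GS115* in *Δmxr1-FL*. In *Δmxr1-N400*, 3 were at least 1 log2 unit above *GS115*, and BQ9382_C3-5095, named after its values were seen, was at -2.11 (adjusted p = 0.00748 from limma, and up to 0.0952 with an array left out). The words amino acid appear in 1 description (log2 fold change 1.33). Of the paper's 161 downregulated genes, 2 have the words amino acid (median -1.32) and 2 the word dehydrogenase (median -1.45). These were all called downregulated, and 0 descriptions in that list name acetyl-coenzyme A.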

Mxr1p target genes have been shown to possess the 5′-CYCCNY-3′ consensus sequence (MXRE) in their promoter regions. Therefore, we examined the presence of MXREs within 1.0-kb promoter region of all the differentially regulated genes identified in microarray using Regulatory Sequence Analysis Tools fungi (http://rsat-tagc.univ-mrs.fr/rsat/). Analysis reveals that 82% and 73% of the downregulated and upregulated genes, respectively, harbor atleast one MXRE in their promoter (Supporting informations 4 and 5) indicating that these genes may be direct targets of Mxr1p. 

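The paper's tables list each MXRE with its position in the 1000 bp upstream of a gene. By these lists, 132 of the 161 downregulated genes have at least 1 MXRE, or 82.0% (95% Wilson interval 75.3 to 87.2%), and 161 of the 222 upregulated genes, or 72.5% (66.3 to 78.0%). The shares differed with p = 0.0377 in a 2-sided Fisher's exact test, the only comparison made between the lists in this respect. The 132 downregulated genes hold 643 MXREs and the 161 upregulated genes 923, with a median of 4 per gene in each complete list and a maximum of 15 and 18. Of the 643, 301 lie on the direct and 342 on the reverse strand; for the 923 the numbers are 484 and 439. Restricted to the listed genes called here, the shares were 81.9% of 160 downregulated and 72.4% of 214 upregulated genes. Promoters of genes outside the lists were not analyzed here, so these shares are not set against those of other genes.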

Number of genes with 1 to 10 MXREs within 1.0 kb of their promoters are indicated in Figure 7, *E* and *F*. To examine whether MXREs of upregulated genes are different from those of downregulated genes, 5′-CYCCNY-3′ along with flanking sequences were submitted to MDDLogo (https://weblogo.berkeley.edu/logo.cgi). While the 5′-CYCCNY-3′ motif is conserved in both upregulated and downregulated genes, we did not observe enrichment of nucleotides in the flanking sequences (Fig. 7, *G* and *H*) making it difficult to derive a consensus sequence specific for upregulated and downregulated genes.

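From the sequences in the paper's tables, 633 MXREs of downregulated and 910 of upregulated genes have all 10 bases on both sides. At each of these 20 positions, the base counts of the lists were compared by a chi-square test. The smallest p was 0.0853, or 0.813 after Benjamini-Hochberg adjustment over the 20 positions, and 0 positions had an unadjusted p below 0.05. The share of a base at a position differed between the lists by at most 4.94 percentage points. No base made up more than 34.1% at a position in the downregulated or 35.7% in the upregulated genes. MXREs of the same promoter can overlap in their flanks, which this test does not take into account.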

**Figure 7:**
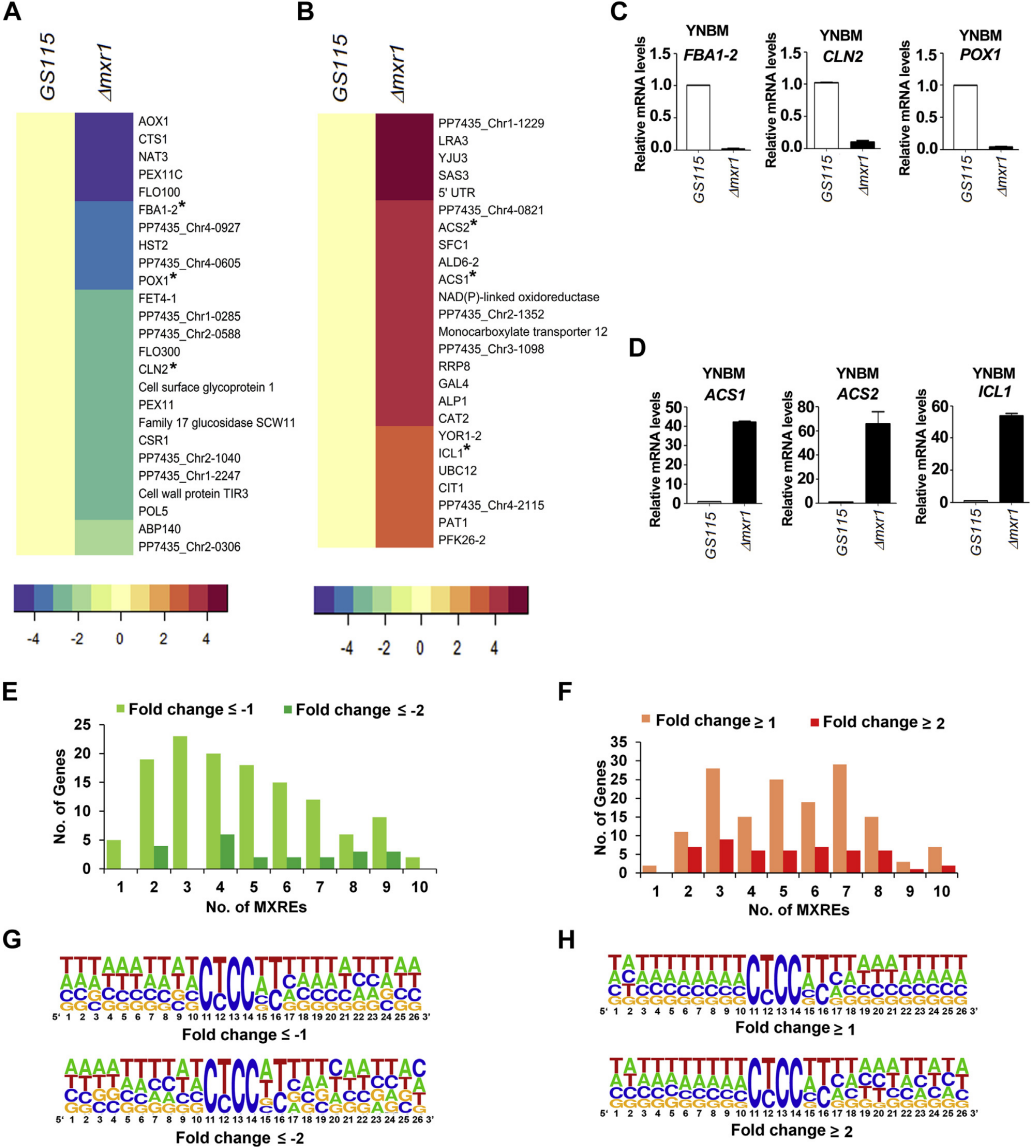
**Novel target genes of Mxr1p involved in methanol metabolism.***A*, 25 most downregulated genes in *Δmxr1* cultured in YNBM. *B*, 25 most upregulated genes in *Δmxr1* cultured in YNBM. *Asterisk* indicates genes whose expression was further validated by quantitative PCR (qPCR). *C*, qPCR validation of select downregulated genes. *D*, qPCR validation of select upregulated genes. Error bars in *C* and *D* indicate SD; n = 2. *E* and *F*, frequency of 5′-CYCCNY-3′ motifs (MXREs) in the promoters (−1.0 kb) of genes downregulated and upregulated in *Δmxr1* cultured in YNBM. *G* and *H*, analysis for the presence of consensus sequences specific for genes downregulated and upregulated in *Δmxr1* cultured in YNBM by MDDLogo (https://weblogo.berkeley.edu/logo.cgi). YNBM, yeast nitrogen base and 1% methanol.

## Discussion

This study demonstrates for the first time that Mxr1p is required for efficient ethanol metabolism in *P. pastoris* and in its absence, ALD6-1-mediated conversion of acetaldehyde to acetate is impaired resulting in growth defect. This growth defect is not rescued by other ALDs indicating that ALD6-1 has an important and nonredundant function during ethanol metabolism. Mxr1p binds to three MXREs in *ALD6-1* promoter *in vitro*, and a combination of two of them is sufficient for Mxr1p-dependent expression of a reporter gene from *ALD6-1* promoter *in vivo* during ethanol metabolism. This result is similar to that reported in an earlier study in which two MXREs in the promoter of *ACS1* encoding ACS1 were shown to be required for Mxr1p-mediated transactivation during acetate metabolism (4). Mutation of all three MXREs does not completely abrogate GFP expression from *ALD6-1* promoter (Fig. 2*F*) suggesting that transcription factors other than Mxr1p may bind elsewhere in the promoter and contribute to *ALD6-1* promoter activity. Thus far, studies have focused on the Mxr1p-mediated repression of genes of MUT pathway such as *AOX1* during ethanol metabolism (20, 32). Phosphorylation of serine 215 residue of Mxr1p was shown to be involved in the transcriptional repression of *AOX1* during ethanol metabolism (20). Furthermore, acetylation of histones or other transcription factors by acetyl-CoA synthesized during ethanol metabolism may also contribute to the repression of methanol-inducible genes (32). However, no other study except the present study investigated the ability of Mxr1p to regulate the expression of gene(s) essential for ethanol metabolism. While we have focused our attention on *ALD6-1*, the most downregulated Mxr1p target gene in *Δmxr1*, it will be interesting to study other Mxr1p targets as well. Overexpression of *ALD6-1* in *Δmxr1* using a heterologous promoter does not result in restoration of growth (Fig. 1, *M* and *N*) indicating that some of the Mxr1p target genes identified in this study by RNA-Seq may also have a key role during ethanol metabolism.

Study of the transactivation functions of Mxr1p during ethanol metabolism is another important aspect of this study. We demonstrate that Mxr1N400 activates the transcription of not only *ALD6-1* but also all the Mxr1p target genes required for ethanol metabolism as evident from the fact that growth of *Δmxr1* is restored by Mxr1N400 as efficiently as Mxr1FL. We further demonstrate that phenylalanine as well as glutamine residues in Mxr1N400 do not have a role in the transactivation of *ALD6-1* in cells metabolizing ethanol. The region between 251 and 400 N-terminal amino acids of Mxr1p is essential for *ALD6-1* transactivation during ethanol metabolism. Furthermore, 9aaTAD present between 365 and 373 amino acids functions as TAD during ethanol metabolism.

Nuclear localization is essential for Mxr1p to function as a transcription factor. The mechanism by which Mxr1p translocates from cytosol to the nucleus in cells cultured in nonfermentable carbon sources is not known. In this study, we not only identified several putative NLSs using NLS prediction tools but also experimentally validated them and identified one of them (pNLS-C1) as the actual NLS. Whether other NLSs are present in the region beyond 250 N-terminal amino acids remains to be investigated. NLSs enriched in basic amino acids bind to importin α or importin β, and the resultant protein complex is translocated to the nucleus (33). It will be interesting to examine the role of importin α or β in the nuclear import of Mxr1N250. NLSs are not well characterized in *P. pastoris* (34), and this is first reported on the detailed characterization of NLS of a *P. pastoris* transcription factor.

Study of transactivation functions of Mxr1p during methanol metabolism led to interesting results. Phenylalanine residues (F249, F254, and F278) that had previously been reported to be indispensable for transactivation function of Mxr1p by Parua *et al.* (20) were found to have no role in the activation of either *ALD6-1* or *AOX1* during ethanol and methanol metabolism, respectively. This discrepancy is primarily because of different experimental systems used in these two studies. It should be noted that Parua *et al.* (20) examined transactivation by Mxr1p TAD (246–280 amino acids) fused to Gal4-DBD of *lacZ* gene from a GAL4-responsive promoter in *S. cerevisiae* metabolizing glucose (20). Our study is physiologically more relevant as we have investigated the role of phenylalanine and glutamine residues of Mxr1N400 in the transactivation of native Mxr1p target genes such as *ALD6-1* and *AOX1* in *P. pastoris* rather than a heterologous yeast such as *S. cerevisiae*. Despite mutation of phenylalanine and glutamine residues, Mxr1N400 still activated *AOX1* transcription indicating that other amino acid residues contribute to the transactivation function of Mxr1N400. In fact, Mxr1N250 failed to activate *AOX1* transcription during methanol metabolism as well (data not shown) suggesting that the region between 251 and 400 amino acids may also be involved in the activation of genes of methanol metabolism.

The fact that Mxr1N400 failed to rescue the growth defect of *Δmxr1* during the methanol metabolism despite activating *AOX1* as well as other genes known to be involved in MUT pathway suggested that the region beyond 400 N-terminal amino acids is essential for the regulation of other Mxr1p target genes required for methanol metabolism. DNA microarray analysis clearly demonstrated that Mxr1FL restores the expression of several genes downregulated in *Δmxr1* more efficiently than Mxr1N400. This is true for genes upregulated in *Δmxr1* as well. It will be interesting to examine the role of 9aaTAD identified in this study as well as the putative 9aaTADs present between 401 and 1155 amino acids in the regulation of Mxr1p target genes during methanol metabolism.

This study demonstrates that Mxr1FL regulates the expression of several essential genes for methanol metabolism in addition to the previously reported classical MUT pathway genes. For example, the expression of several genes involved in epigenetic regulation such as histone acetyltransferases and histone deacetylases are regulated by Mxr1p (Supporting information 3 and Fig. 6, *B* and *C*). 

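Beside *HST2*, the paper's lists hold histone genes in both directions. Of the downregulated genes, BQ9382_C3-2390 (chromosome 3, 817377 to 818603), described as a histone acetyltransferase, had a log2 fold change in *Δmxr1* of -1.91 (standard error 0.30, adjusted p = 0.00347 from limma), but of -0.63 and below the threshold after normexp background correction. BQ9382_C4-1935 (chromosome 4, 618414 to 620429), a subunit of a class II histone deacetylase complex, had -1.11 (standard error 0.15, adjusted p = 0.00194), and -0.86 after normexp. Of the upregulated genes, BQ9382_C4-1510 (chromosome 4, 476892 to 477995), a component of the Rpd3 histone deacetylase complex, had 1.79 (standard error 0.29, adjusted p = 0.0041). In *Δmxr1-FL* and *Δmxr1-N400*, BQ9382_C3-2390 was at -0.16 and -0.40, BQ9382_C4-1935 at 0.04 and -0.07, and BQ9382_C4-1510 at -0.29 and -0.60, none of these 3 genes different from *GS115* at an adjusted p below 0.05. The upregulated list holds 2 further histone genes. *SAS3* was still called upregulated in both complemented strains, at 2.24 in *Δmxr1-FL* and 4.27 in *Δmxr1-N400*. BQ9382_C1-3155 (chromosome 1, 1120554 to 1122128), a histone demethylase named after its values were seen, was not well above background in *GS115* or *Δmxr1-N400*. In *Δmxr1* it was at least 3.94-fold higher than in *GS115*, and the adjusted p of its call was up to 0.0926 with an array left out.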

In fact, HST2 encoding a histone deacetylase of the silencing information regulator 2 family is one of the most downregulated genes in *Δmxr1* during methanol metabolism. 

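The size of the *HST2* decrease depended on how its low signal in *Δmxr1* was treated. Under the alternative settings its log2 fold change ran from -4.35 with quantile normalization to -1.97 after normexp background correction, and it was -2.75 for its brightest probe alone. It was called downregulated under each of these settings and lost the call only under the methods' t-test with Benjamini-Hochberg adjustment and under the methods' t-test on the authors' values. The paper's table gives -3.47 for *HST2* with a p value of 0.01004, above the cutoff of 0.01.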

Investigation of the role of HST2 in methanol metabolism is a topic for future research. The upregulation of several genes in *Δmxr1* during ethanol as well as methanol metabolism suggests that Mxr1p may function as a transcriptional repressor as well. In fact, 73% of genes upregulated in *Δmxr1* cultured in YNBM possess at least one MXRE in their promoters. While the core MXRE (5′–CYCCNY-3′) was present in the promoters of both upregulated and downregulated genes, sequences flanking the core MXRE did not exhibit high degree of conservation rendering it difficult to derive a consensus sequence specific for upregulated and downregulated genes. Functional characterization of MXREs of genes upregulated in *Δmxr1* is a topic of future research. In addition to the identification of Mxr1p as a key regulator of ethanol metabolism, this study provides new insights into the mechanism by which Mxr1p functions as a global regulator of multiple metabolic pathways of *P. pastoris*.

## Experimental procedures

### Growth media and culture conditions

*P. pastoris* cells were maintained in nutrient-rich yeast extract, peptone, and dextrose (YPD) agarose plates (1% yeast extract, 2% peptone, and 2% dextrose) and a single colony was cultured overnight in YPD at 30 °C in an orbital shaker at 180 rpm followed by washing with sterile distilled water (twice) and transferred to desired media consisting of 0.67% YNB (YNB without amino acids and with ammonium sulphate) supplemented with a carbon source 1% methanol (YNBM) or 1% ethanol (YNBE). Yeast extract and peptone were purchased from Becton and Dickinson Biosciences, India. *E. coli TOP10* was used for plasmid isolation while expression of recombinant proteins was carried out in *BL21(DE3)* strain of *E. coli*. Bacterial and yeast transformations were done using the CaCl_2_ method and electroporation (Gene Pulsar; Bio-Rad), respectively.

### Antibodies and other reagents

Anti–phosphoglycerate kinase (PGK) polyclonal antibody was generated by immunizing the rabbit with a purified 6× His-tagged *P. pastoris* PGK protein. Mouse anti-Myc was purchased from Merck Millipore. Restriction enzymes and T4 DNA ligase were purchased from New England Biolabs. DNA polymerases were purchased from GeNei. Oligonucleotides were purchased from Sigma–Aldrich. Nucleotide sequence of primers used in qPCR and RT-PCR will be provided on request.

### Growth kinetics

A single colony was inoculated in 5 ml YPD and grown at 30 °C in an orbital shaker at 180 rpm for 18 to 24 h or till late log phase. Cells were pelleted and washed twice with autoclaved milliQ under sterile conditions and resuspended in water. Cells were then inoculated into specific media at an initial absorbance of 0.06 to 0.1 at 600 nm and grown at 30 °C at 180 rpm in an orbital shaker. Absorbance at 600 nm was measured at regular intervals till cells attain stationary phase.

### Subcellular localization studies

Localization of N-terminal GFP-tagged Mxr1 strains was performed by direct fluorescence. For this, cells cultured in desired medium for 14 to 16 h were fixed by incubating with 3.7% formaldehyde in an orbital shaker at 180 rpm at 30 °C for 1 h. Cells were then harvested, washed with 1× PBS (137 mM NaCl, 2.68 mM KCl, 10 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_), followed by spheroplast preparation by incubating with 5 μl of Longlife Zymolyase (G-Biosciences; 1.5 U/ml) in 200 μl of zymolyase buffer (1.2 M sorbitol, 40 mM phosphate buffer, 50 mM MgCl_2_, and 28.4 mM β-mercaptoethanol) at 37 °C for 30 min. Harvested spheroplasts were washed and resuspended in 1× PBS + 0.05% Tween-20. Smears were prepared and fixed by treatment with methanol and acetone. For nuclear staining, fixed smears were incubated with 1 mg/ml of Hoechst 33342 in 1× PBS for 7 min in dark, followed by washing with 1× PBS for 10 min, and mounting on slide and sealing with nail polish. Slides were visualized in confocal microscope (Olympus Fluoview FV3000) with a 100× objective.

### Real-time qPCR

*P. pastoris* cells were cultured for 12 to 14 h, and total RNA was isolated using RNA isolation kit (catalog no. Z3100; Promega) as per the manufacturer's instructions. RNA was quantified by measuring the absorbance at 260 nm using NanoDrop 2000 spectrophotometers, and 1 μg of DNase-treated RNA was used for complementary DNA (cDNA) preparation. qPCR was carried out using iQ SYBR Green super mix in a StepOnePlus Real-Time PCR system (Thermo Fisher Scientific). The relative mRNA expression levels were obtained using the ΔΔCt method, wherein the ΔCt value of a sample, which is the Ct value of a gene relative to that of 18S rRNA, is normalized to that of the control.

### Western blotting

Cells were lysed using glass-bead lysis method followed by quantification by Bradford assay, separation of protein bands on SDS-PAGE, transfer to polyvinylidene fluoride membrane, and probing with primary and secondary antibodies. ImageJ software (https://imagej.nih.gov/ij/) was applied to quantify all Western blot data. Band intensity of the protein of interest was normalized to that of the loading control, PGK.

### Statistical analysis

Student's *t* test was carried out using GraphPad Prism 5, software (GraphPad Software, Inc). Data are represented as mean ± SD. *p* Value summary is mentioned on the bar of each figure where ∗*p* < 0.05; ∗∗*p* < 0.005; ∗∗∗*p* < 0.0005, and ns, not significant.

### RNA-Seq and data analysis

Total RNA was isolated from *GS115* and *Δmxr1* cultured in duplicates in YNBE for 14 h by Qiagen RNeasy kit according to the manufacturer's protocol. RNA-Seq was performed using Illumina HiSeq. FastQC and MultiQC software were used to check data quality. The data were checked for sequencing adapter contamination, base call quality distribution, percent of bases above Q20, Q30, and %GC. For all the samples, quality control was above threshold (Q20 > 95%). Fastp was used to process raw sequence reads by removal of adapter sequences and low-quality bases. Bowtie2 aligner was used to align the quality control–passed reads onto indexed *K. phaffii* CBS 7435 reference genome (GCA_900235035.1_ASM90023503v1). About 94.73% of the reads could be mapped to the reference genome on average. Gene level expression values were obtained as read counts using feature counts software. Expression similarity between the biological replicates was checked by Spearman correlation and principal component analysis. DESeq2 package was used for differential expression analysis. Genes with less than five reads in any of the two samples were removed from further analysis. The read counts were normalized (variance stabilized normalized counts) using DESeq2, and differential enrichment analysis was performed. The protein sequences were annotated against the Uniref100 protein database using BLASTp module of Diamond. The gene names, length, GO annotations, and other additional information were obtained by submitting the Uniref100 Ids to UniProtKB. Genes with absolute log2 fold change ≥1 and adjusted *p* value ≤0.05 were considered significant. The expression profile of differentially expressed genes across the samples is presented in volcano plot and heat map. The enriched GO categories were retrieved from Amigo using *S. cerevisiae* as organism. The transcriptome datasets generated during the current study are available in the National Center for Biotechnology Information (NCBI) with the accession number GSE168677.

### Microarray hybridization and data analysis

For the generation of samples for microarray analysis, *GS115*, *Δmxr1*, *Δmxr1-FL*, and *Δmxr1-N400* were cultivated in biological duplicates in YNBM for 14 h. Total RNA extraction was performed using Qiagen RNeasy kit according to the manufacturer's protocol. The microarray hybridization and scanning were performed at the Agilent-certified microarray facility of Genotypic Technology, Bengaluru, India. The samples for gene expression were labeled using Agilent Quick-Amp Labeling Kit (part number: 5190-0442). The total RNA was reverse transcribed at 40 °C using oligodT primer tagged to a T7 polymerase promoter and converted to double-stranded cDNA. Synthesized double-stranded cDNA was used as a template for cRNA generation by *in vitro* transcription, and the dye Cy3 CTP (Agilent) was incorporated during this step. The cDNA synthesis and *in vitro* transcription steps were carried out at 40 °C. Labeled cRNA was cleaned up using Qiagen RNeasy columns (Qiagen; catalog no.: 74106), and quality was assessed for yields and specific activity using the Nanodrop ND-1000. Labeled cRNA sample was fragmented at 60 °C and hybridized on to Agilent *P. pastoris* Gene Expression Microarray 8X15K AMADID: 085736-One Color Platform. Fragmentation of labeled cRNA and hybridization were done using the Gene Expression Hybridization Kit of (*In situ* Hybridization kit, part number: 5190-0404; Agilent Technologies). Hybridization was carried out in Agilent's SureHyb Chambers at 65 °C for 16 h. The hybridized slides were washed using Agilent Gene Expression wash buffers (Agilent Technologies; part number 5188-5327) and scanned using the Agilent Microarray Scanner (part number G2600D; Agilent Technologies). Raw data extraction from images was obtained using Agilent Feature Extraction software. Feature-extracted raw data were analyzed using Agilent GeneSpring GX (version 14.5) software. Normalization of the data was done in GeneSpring GX using the 75th percentile shift method. Significant genes upregulated with fold change ≥1 (logbase2) and downregulated with fold change ≤−1 (logbase2) in the test samples with respect to control sample were identified. Statistical Student's *t* test *p* value among the replicates was calculated based on volcano plot algorithm. Differentially regulated genes were clustered using hierarchical clustering based on the Pearson's coefficient correlation algorithm to identify significant gene expression patterns. Data were analyzed as described in RNA-Seq section. The raw data files are available at the NCBI with an accession number GSE146829.

### Generation of *Δmxr1*, *Δmxr1-FL*, and *Δmxr1-N400*

*Δmxr1* was generated by disrupting the *MXR1* coding region by zeocin resistance cassette (*Zeo*^*R*^) in *GS115* as has been previously described (4). *Δmxr1-FL* and *Δmxr1-N400* were generated by transforming plasmid expressing *MXR1FL* and *MXR1N400* as C-terminal Myc-tagged proteins under GAPDH promoter as described (4).

### Generation of *Δald6-1*

A 0.911-kb *ALD6-1* promoter region was amplified by PCR from *P. pastoris* genomic DNA using primer pair 5′-GGACTGTTCAATTTGAAGTCGATGCTGACG-3′ and 5′-GCTATGGTGTGTGGGGGATCC GCACACGATCCCTTGGGAACTTGCGGTGG-3′ (962–984 bp of *GAPDH* promoter in reverse complement, −89 to −114 bp of *ALD6-1* promoter in reverse complement). In another PCR, 1.2 kb of zeocin expression cassette was amplified by PCR from *pGAPZA* vector using the primer pair 5′-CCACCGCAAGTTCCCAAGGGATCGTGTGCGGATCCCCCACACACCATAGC-3′ (−89 to −114 bp of *ALD6-1* promoter, +962 to +984 bp of *GAPDH* promoter) and 5′GGAGTGTAAG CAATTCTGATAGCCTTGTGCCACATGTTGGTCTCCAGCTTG-3′ (+1467 bp to +1493 bp in reverse complement of 3′-flanking region of *ALD6-1*, +2137 to +2159 bp in reverse complement of *GAPDH* promoter). In the third PCR, 872 bp of the 3′-flanking region of *ALD6-1* was amplified using the primer pair 5′-CAAGCTGGAGA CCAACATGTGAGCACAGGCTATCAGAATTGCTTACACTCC-3′ (+2137 to +2159 bp of *GAPDH* promoter, +1467 to +1493 bp of region of *ALD6-1* gene) and 5′-GGAACTGGAG GCTTCCGCAGCAAACTCTC-3′ (+2352 to +2381 bp in the reverse complement of 3′-flanking region of *ALD6-1*). All the three PCR products were purified and used as a template in the final PCR and amplified using a primer pair 5′-GGACTGTTCAATTTGAAGTCGATGCTGACG-3′ and 5′-GGAACTGGAGGCTTCCGCAGC AAACTCTC-3′ to obtain a 3.023-kb product consisting of zeocin expression cassette along with promoter and terminator of *ALD6-1*. *GS115* strain was transformed with *Zeo*^*R*^ expression cassette, and zeocin-resistant colonies were selected. Deletion of *ALD6-1* was confirmed by PCR using gene-specific primers.

### Generation of *GS115-A*, *Δmxr1-A*, and *Δmxr1-A-N400*

The gene encoding ALD6-1 along with 1.0 kb of its promoter was cloned into *pIB3* vector (#25452; Addgene) and transformed into *GS115*, *Δmxr1*, and *Δmxr1-N400*. The following primer pair was used: 5′-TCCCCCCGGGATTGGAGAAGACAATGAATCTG-3′ and 5′-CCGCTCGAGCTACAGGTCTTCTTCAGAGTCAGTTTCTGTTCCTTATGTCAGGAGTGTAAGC-3′ (XmaI and XhoI sites in the primers are underlined). The reverse primer encoded the Myc tag. The PCR product was cloned into *pIB3* vector, the recombinant plasmid was linearized using SalI, and transformed into *GS115*, *Δmxr1*, and *Δmxr1-N400*. Recombinant clones were selected by plating on YNBD His^−^ plates, and clones expressing Myc-tagged ALD6-1 (ALD6-1^Myc^) were identified by Western blotting using anti-Myc epitope antibody.

### Generation of *GS115-P*_*A*_*-GFP* and *Δmxr1-P*_*A*_*-GFP*

These strains express GFP from 1.0 kb of *ALD6-1* promoter and were constructed as described later. Three different PCRs were carried out for the construction of *P*_*A*_*GFP* expression cassette. In the first PCR, 1 kb *ALD6-1* promoter was amplified from genomic DNA of *GS115* strain of *P. pastoris* using a primer pair 1F (5′-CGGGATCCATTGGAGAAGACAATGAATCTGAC-3′ [BamHI site is underlined]) and 1R (5′-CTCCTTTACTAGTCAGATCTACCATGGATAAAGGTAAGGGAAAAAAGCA AGTG-3′; +1 to +25 bp of the gene encoding GFP and −1 to −28 bp of *P*_*A*_). In the second PCR, a 714-bp region of *GFP* gene was amplified from pREP41GFP vector using the primer pair 2F (5′-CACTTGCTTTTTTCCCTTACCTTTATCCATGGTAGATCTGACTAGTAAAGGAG-3′, −1 to −28 bp of *P*_*A*_) and +1 to +25 bp of the gene encoding GFP and 2R (5′-CCGCTCGAGCTAGTGGTGGTGGCTAGCT TTG-3′). The XhoI site is underlined. In the third PCR, the PCR products from the first two reactions were used as templates and amplified using the 1F and 2R primers to get the *P*_*A*_*-GFP* expression cassette, which was digested with BamHI and XhoI and cloned into pIB3 (catalog no. 25452; Addgene) to generate *pIB3-P*_*A*_*-GFP*. The generated expression vectors were linearized with SalI and transformed into *GS115* and *Δmxr1* strains and plated on YNBD-His^−^ agar plates, and positive colonies were screened using anti-GFP antibody.

### Generation of *GS115-P*_*A-M1*_*-GFP*, *GS115-P*_*A-M2*_*-GFP*, *GS115-P*_*A-M3*_*-GFP*, and *GS115-P*_*A-M4*_*-GFP*

*GS115* expressing GFP from 1.0-kb *ALD6-1* promoter in which each of the three MXREs (M1, M2, and M3), two MXREs, and all the three MXRES (M4) are mutated were generated as follows: *P*_*ALD6-1*_*GFP* plasmid with MXRE-M1 was generated as follows: *ALD6-1* promoter was PCR amplified using primer pair 1F (5′-CGGGATCCATTGGAGAAGACAATGAA TCTGAC-3′ [BamHI site is underlined]) and 1R (5′-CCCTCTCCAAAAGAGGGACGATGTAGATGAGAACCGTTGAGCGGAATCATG GGTG-3′). In another PCR, *GFP* was amplified using primer pair 2F (5′-CACCCATGATTC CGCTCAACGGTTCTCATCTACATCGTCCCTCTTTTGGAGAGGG-3′ [mutation is underlined]) and 2R (5′-CCGCTCGAGCTAGTGGTGGTG GCTAGCTTTG-3′ [the XhoI site is underlined]). In the third PCR, the PCR products from the first two reactions were used as templates and amplified using the 1F and 2R primers. Thereafter, the amplicon was digested with BamHI and XhoI and cloned into *pIB3* (Addgene) to generate a plasmid carrying mutation in MXRE1 (*pP*_*A*_*-GFP-M1*). Similar strategy was used to generate the plasmids, *pP*_*A*_*-GFP-M2 pP*_*A*_*-GFP-M3*, and *pP*_*A*_*-GFP-M4* carrying mutations in MXRE2 alone, MXRE3 alone, or all three MXREs, respectively, using appropriate 1R mutant reverse primers. Plasmids were linearized with SalI and transformed into *GS115* to obtain the strains *GS115-P*_*A-M1*_*GFP*, *GS115-P*_*A-M2*_*GFP*, *GS115-P*_*A-M3*_*GFP*, and *GS115-P*_*A-M4*_*GFP*.

### Generation of *Δmxr1-A-N400F∗*, *Δmxr1-A-N400Q∗*, and *Δmxr1-A-N400F∗Q∗*

To introduce mutations in *Mxr1N400*, codon-optimized *MXR1N400* genes were synthesized. *MXR1N400F∗* was synthesized at TWIST Biosciences, wherein the phenylalanine residues at 249, 254, and 278 positions were mutated to alanine residues in *MXR1N400* gene. In the *MXR1N400* gene, 18 glutamine residues between 150 and 200 amino acids (152, 155, 157, 158, 159, 162, 163, 164, 166, 168, 170, 171, 175, 179, 181, 182, 185, and 194) were mutated to alanine to get *MXR1N400Q∗*. This gene was synthesized by GeneArt (Thermo Fisher Scientific). Another synthetic gene, *MXR1N400F∗Q∗*, with phenylalanine residues at 249, 254, and 278 mutated to alanine, and 18 glutamine residues between 150 and 200 amino acids (152, 155, 157, 158, 159, 162, 163, 164, 166, 168, 170, 171, 175, 179, 181, 182, 185, and 194) mutated to alanine in the *MXR1N400* were synthesized at TWIST Biosciences. All the three synthetic genes were cloned in *pGHYB* (35) vector with an N-terminal *GFP* tag under *GAPDH* promoter, with subsequent transformation in *Δmxr1-A* and plating on Hyg^r^ plates. Screening for positive colonies was done by Western blotting and probing with anti-GFP antibody. Sequence of the synthetic gene will be made available upon request.

### Generation of *Δmxr1-N400ΔTAD*

To delete a putative 9aaTAD (365–373), two Mxr1 fragments were amplified, which were then fused by overlapping PCR. In the first set of PCR, *MXR1N365* with an overhang of 15 to 20 bases downstream of *MXR1N373* was amplified with a forward primer having a KpnI site followed by 1 to 26 bases of *MXR1* sequence 5′-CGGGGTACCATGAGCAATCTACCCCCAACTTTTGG-3′ (F1) and reverse primer is reverse complement of 21 bases upstream of *MXR1N363* followed by 20 bases downstream of *MXR1N373* 5′-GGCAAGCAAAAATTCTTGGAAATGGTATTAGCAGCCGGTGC-3′ (R1). In the second set of PCR, *MXR1N373-400* region was amplified with a 5′ overhang of bases upstream of *MXR1N365* with a forward primer having 21 bases upstream of *MXR1N363* followed by 20 bases downstream of *MXR1N373* 5′-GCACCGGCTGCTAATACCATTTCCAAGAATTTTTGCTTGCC-3′ (F2) and reverse primer is reverse complement of sequence of *MXR1* 1174 to 1200 followed by Myc-tag, stop codon, and NotI restriction enzyme site 5′-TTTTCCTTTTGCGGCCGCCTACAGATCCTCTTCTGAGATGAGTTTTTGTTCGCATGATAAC GTGTTAGAGAAAGTCTG-3′ (R2). The two fragments generated by the first and second PCRs—*MXR1N365* and *MXR1N373–400*—were used as template for the overlapping PCR with forward primer F1 and reverse primer R2. This fused PCR product was digested with KpnI and NotI restriction enzymes and cloned under *GAPDH* promoter in *pGHYB* (35) vector, followed by transformation in *Δmxr1*. Positive colonies were screened for expression of Myc-tagged Mxr1N400ΔTAD using anti-Myc epitope antibody.

### Generation of *Δmxr1-A-N150*, *Δmxr1-N250*, and *Δmxr1-A-N250*

To construct an N-terminal *GFP*-tagged *Mxr1N250* and N-terminal *GFP*-tagged *Mxr1N150*, first, the GFP sequence was amplified from *pEGFP-C2* (catalog no. 6083-1; Addgene) with the forward primer having N-terminal region (1–18 base pairs) of the *GFP* gene with an upstream KpnI restriction enzyme site 5′-CGGGGTACCATGGTGAGCAAGGGCGAG-3′ (F) and the reverse primer complementary to C-terminal region (1311–1329 base pairs) of *GFP* and overlapping sequence with the N-terminal region of (1–26 base pairs) *MXR1* gene 5′-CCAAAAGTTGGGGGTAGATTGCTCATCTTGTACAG CTCGTCCATG-3′. In another set of PCRs, Mxr1p sequence was amplified using a common forward primer for amplification of first 150 or 250 bp of *MXR1*, which have an overlapping sequence of C-terminal region (1311–1329 base pairs) of *GFP* gene followed by N-terminal region (1–26 base pairs) of *MXR1* gene 5′-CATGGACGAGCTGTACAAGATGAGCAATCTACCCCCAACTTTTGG-3′ (F′). The reverse primer for amplification of *MXR1N150* is sequence reverse complementary to 432 to 450 bp of *MXR1* gene with a downstream Myc tag sequence, stop codon, and a NotI restriction enzyme site 5′-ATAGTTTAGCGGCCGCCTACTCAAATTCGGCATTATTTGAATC-3′ (R1). For amplifying *MXR1N250*, the sequence of reverse primer is reverse complementary to 727 to 750 bp of *MXR1* gene with a downstream Myc-tag sequence, stop codon, and a NotI restriction enzyme site 5-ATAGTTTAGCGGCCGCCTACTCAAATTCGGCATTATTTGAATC-3′ (R2). To get the GFP–MXR fusion product, an overlapping PCR was performed where the amplified *GFP* and *MXR1N150* or *MXR1N250* PCR products were used as templates, and primer pairs F and R1 or F and R2 were used. This fused PCR product was digested with KpnI and NotI restriction enzymes and cloned under *GAPDH* promoter in *pGHYB* (35) vector, followed by transformation of *MXR1N250* in *Δmxr1* and *Δmxr1-A* while *MXR1N150* in *Δmxr1-A*. Positive colonies were screened for expression of GFP-tagged Mxr1N250 or Mxr1N150 using anti-GFP antibody.

### Generation of *Δmxr1-N62*, *Δmxr1-N81*, and *Δmxr1-N109*

To construct an N-terminal *GFP*-tagged *Mxr1N62*, N-terminal *GFP*-tagged *Mxr1N81*, and N-terminal *GFP*-tagged *Mxr1N109*, first the GFP sequence was amplified from *pEGFP-C2* (catalog no. 6083-1; Addgene) with the forward primer having N-terminal region (1–18 base pairs) of the *GFP* gene with an upstream KpnI restriction enzyme site 5-CGGGGTACCATGGTGAGCAAGGGCGAG-3′ (F) and the reverse primer complementary to C-terminal region (1311–1329 base pairs) of *GFP* and overlapping sequence with the N-terminal region of (1–26 base pairs) *MXR1* gene 5-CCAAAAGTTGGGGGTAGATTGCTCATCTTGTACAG CTCGTCCATG-3′. In another set of PCRs, Mxr1p sequence was amplified using a common forward primer for amplification of first 62, 81, or 109 bp of *MXR1*, which have an overlapping sequence of C-terminal region (1311–1329 base pairs) of *GFP* gene followed by N-terminal region (1–26 base pairs) of *MXR1* gene 5′-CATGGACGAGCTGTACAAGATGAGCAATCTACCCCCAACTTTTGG-3′ (F′). The reverse primer for amplification of *MXR1N62* is sequence reverse complementary to 169 to 186 bp of *MXR1* gene with a downstream, stop codon, and a NotI restriction enzyme site 5′-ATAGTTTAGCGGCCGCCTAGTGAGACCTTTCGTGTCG-3′ (R1). For amplifying *MXR1N81*, the sequence of reverse primer is reverse complementary to 223 to 243 bp of *MXR1* gene with a downstream stop codon, and a NotI restriction enzyme site 5′-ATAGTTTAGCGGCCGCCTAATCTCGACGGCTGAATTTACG-3′ (R2). For amplifying *MXR1N109*, the sequence of reverse primer is reverse complementary to 312 to 327 bp of *MXR1* gene with a downstream stop codon, and a NotI restriction enzyme site 5′-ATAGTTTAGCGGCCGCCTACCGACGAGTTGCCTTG-3′ (R3). To get the GFP–MXR fusion product, an overlapping PCR was performed where the amplified *GFP* and *MXR1N62*, *MXR1N81*, or *MXR1N109* PCR products were used as templates, and primer pairs F and R1, F and R2, or F and R3 were used. This fused PCR product was digested with KpnI and NotI restriction enzymes and cloned under *GAPDH* promoter in *pGHYB* (35) vector, followed by transformation of *MXR1N62*, *MXR1N81*, and *MXR1N109*, in *Δmxr1*. Positive colonies were screened for expression of GFP-tagged Mxr1N62, Mxr1N81, or Mxr1N109 using anti-GFP antibody.

### Generation of *Δmxr1-N250-M1* and *Δmxr1-N250-M2*

Mutations were introduced in the *MXR1N250* gene by synthesizing codon-optimized genes. *MXR1N250-M1* was generated by mutating the arginine residues at 101, 103, 104, 108, and 109 to alanine residues. *MXR1N250-M2* had substitution mutations at 75, 79, 80, 85, 101, 103, 104, 108, and 109 positions. Both were synthesized at TWIST Biosciences. Synthetic genes were cloned in *pGHYB* (35) with an N-terminal *GFP* tag under *GAPDH* promoter followed by transformation in *Δmxr1* and screening by Western blotting with anti-GFP antibody. Sequence of synthetic genes will be made available upon request.

## Data availability

The RNA-Seq and DNA microarray data are available at NCBI GEO (https://www.ncbi.nlm.nih.gov/geo/) under the accession numbers GSE168677 and GSE146829, respectively.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Characterization of the transactivation and nuclear localization functions of Pichia pastoris zinc finger transcription factor Mxr1p
**Source:** J Biol Chem. 2021 Sep 25;297(4):101247. doi: 10.1016/j.jbc.2021.101247
**Supplement:** Supplemental Figures S1–S8

# Characterization of the transactivation and nuclear localization functions of *Pichia pastoris* zinc finger transcription factor Mxr1p

**Aditi Gupta, Kamisetty Krishna Rao, Umakant Sahu and Pundi N Rangarajan\***  

**Running title:** *Key functional domains of Pichia pastoris Mxr1p*

**Key words:** yeast metabolism, *Pichia pastoris*, Mxr1p, transcriptional regulation, aldehyde dehydrogenase, alcohol oxidase, transactivation domain, nuclear localization

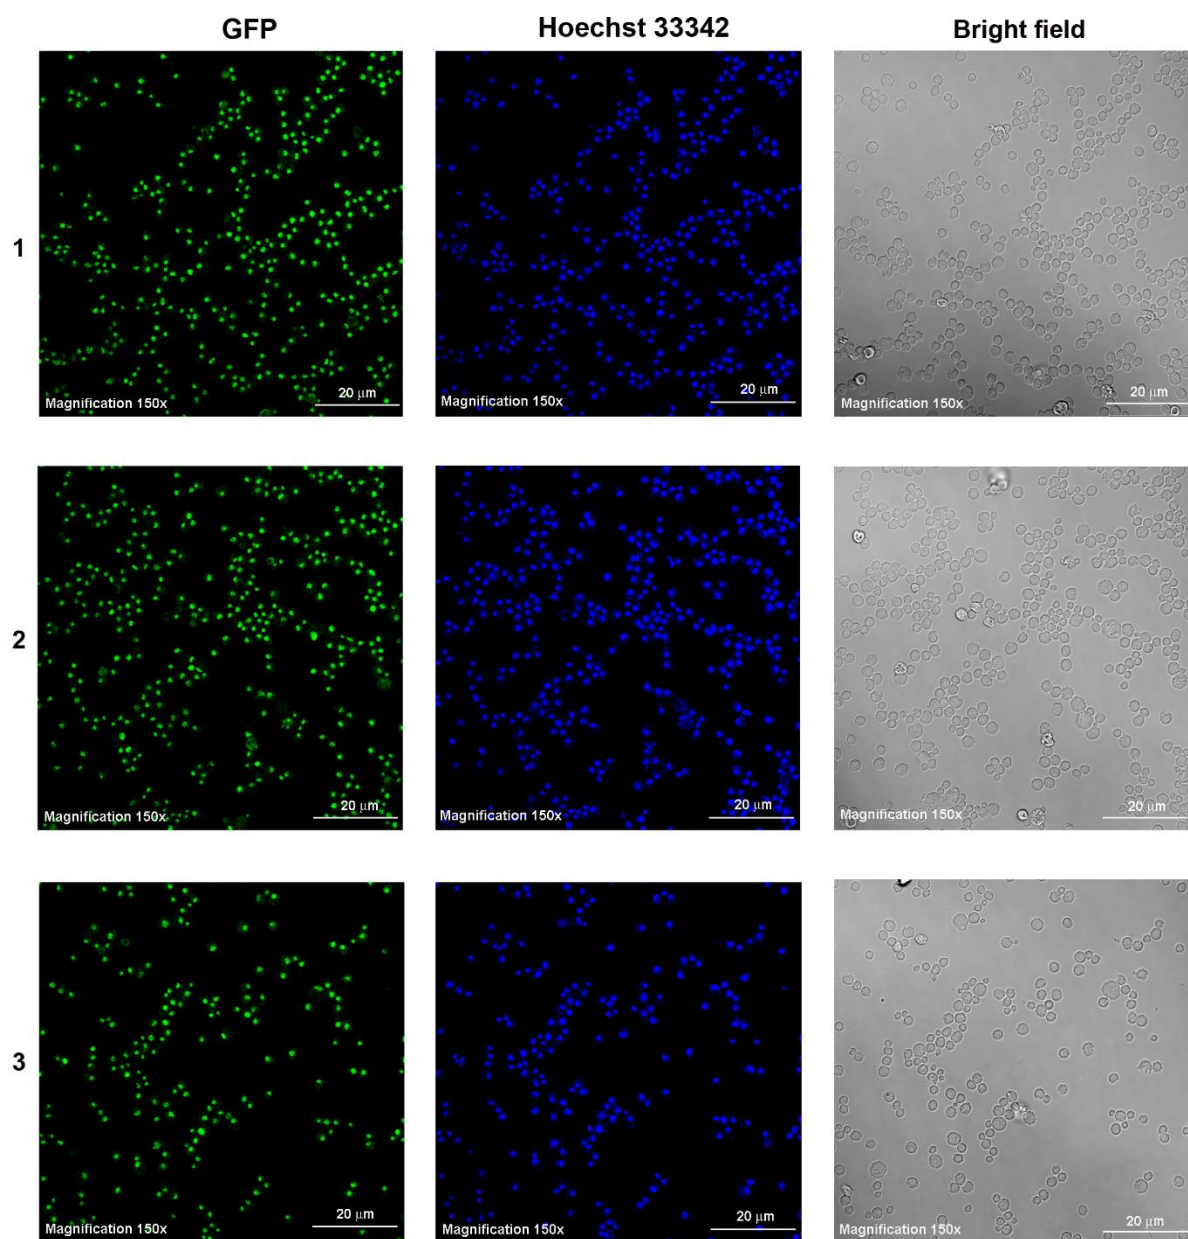

**Fig. S1. Subcellular localization of Mxr1N250. Images (GFP, Hoechst 33342, bright field) of three biological replicates (1-3) are shown.**

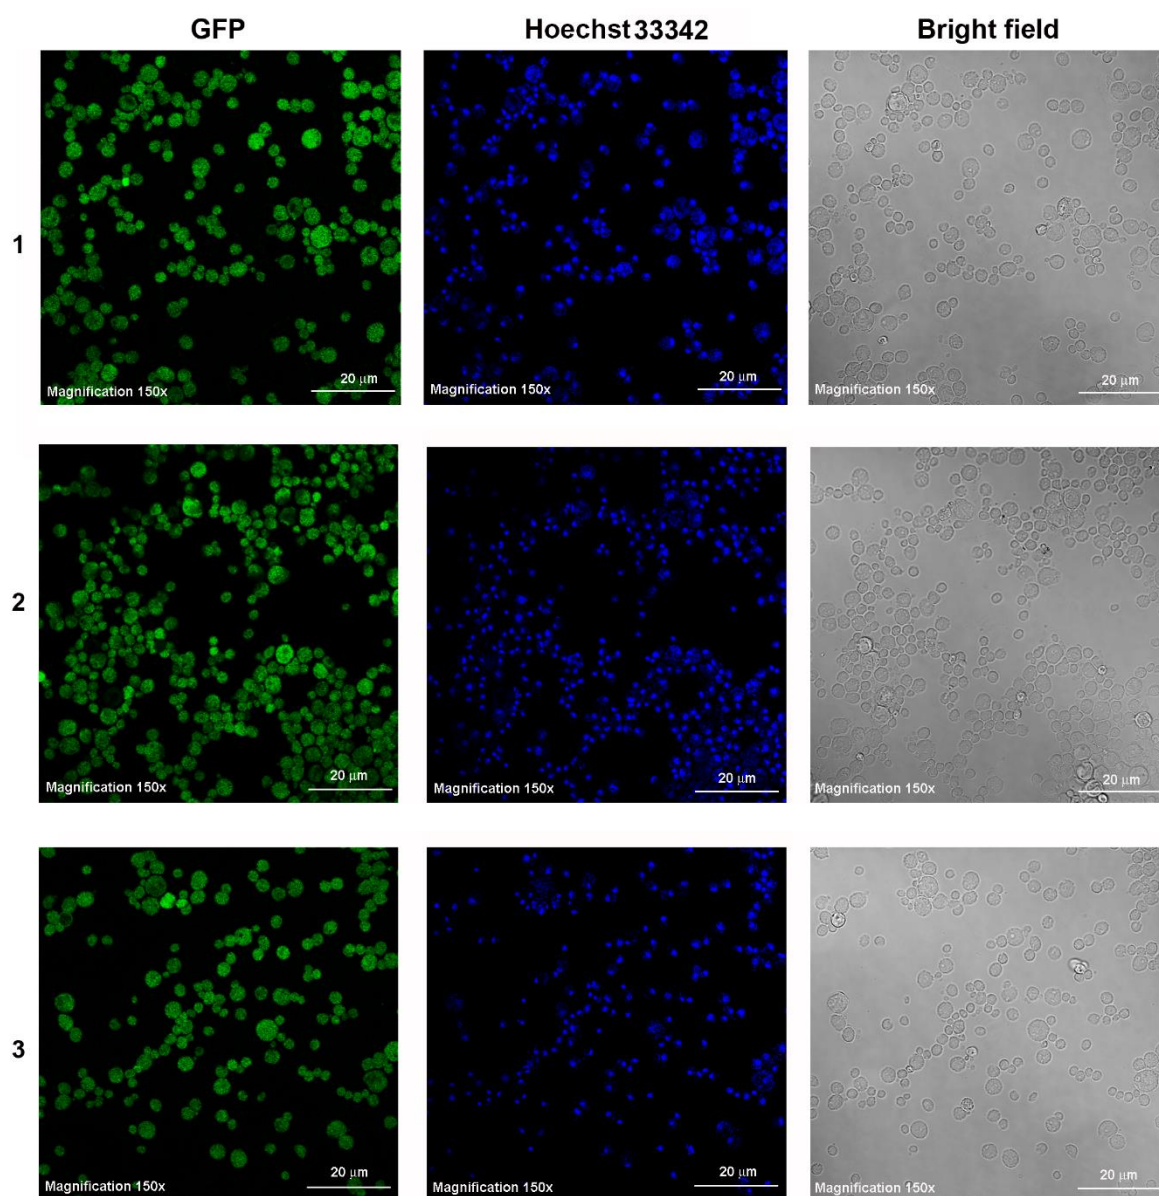

**Fig. S2. Subcellular localization of Mxr1N62. Images (GFP, Hoechst 33342, bright field) of three biological replicates (1-3) are shown.**

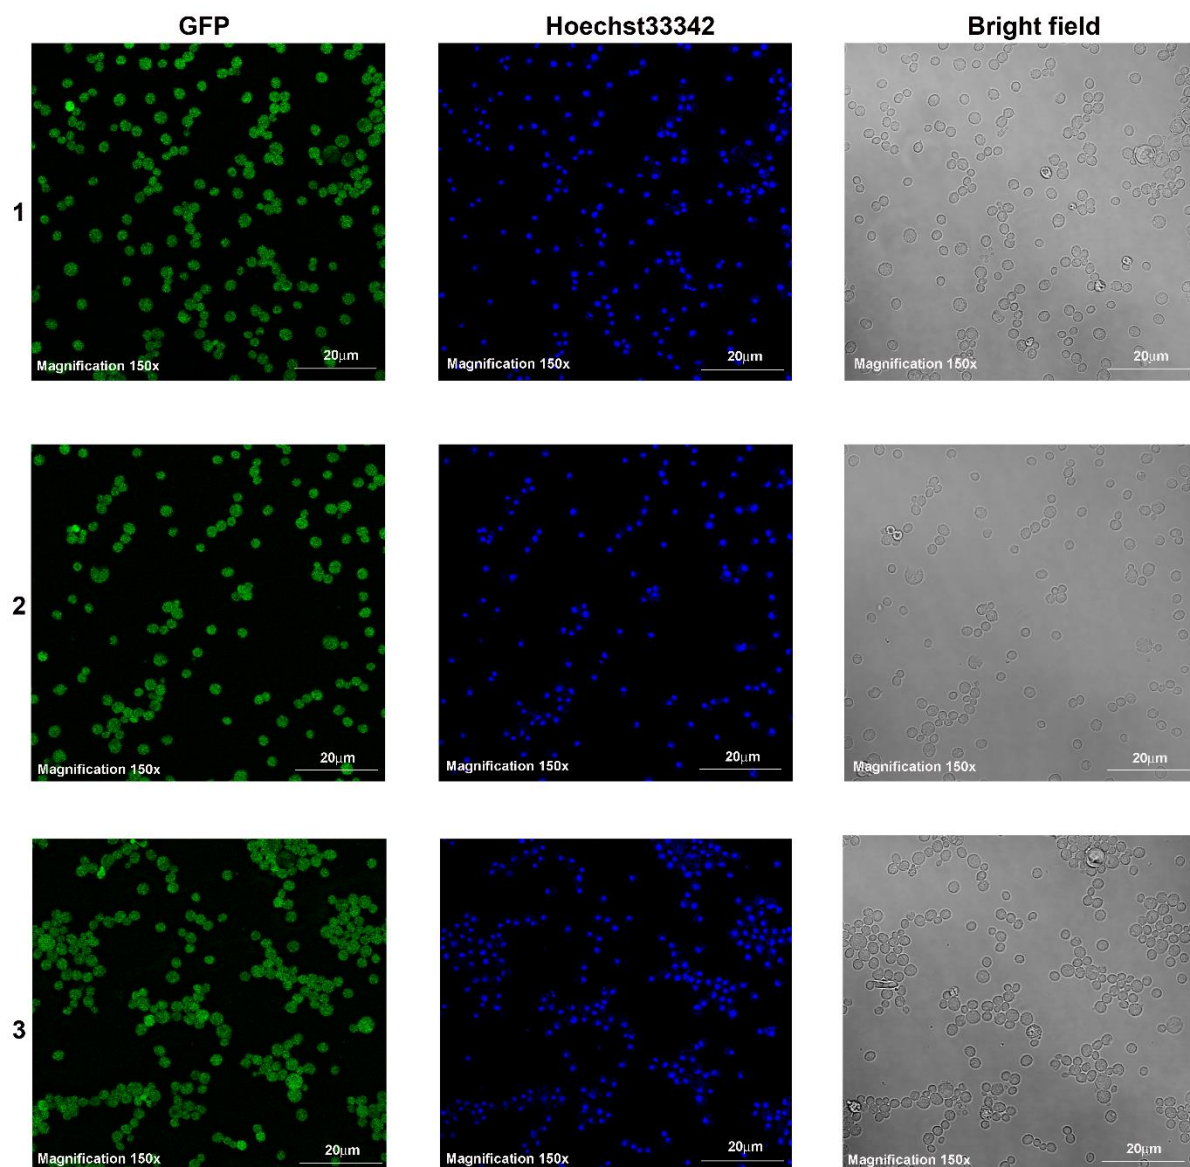

**Fig. S3. Subcellular localization of Mxr1N81. Images (GFP, Hoechst 33342, bright field) of three biological replicates (1-3) are shown.**

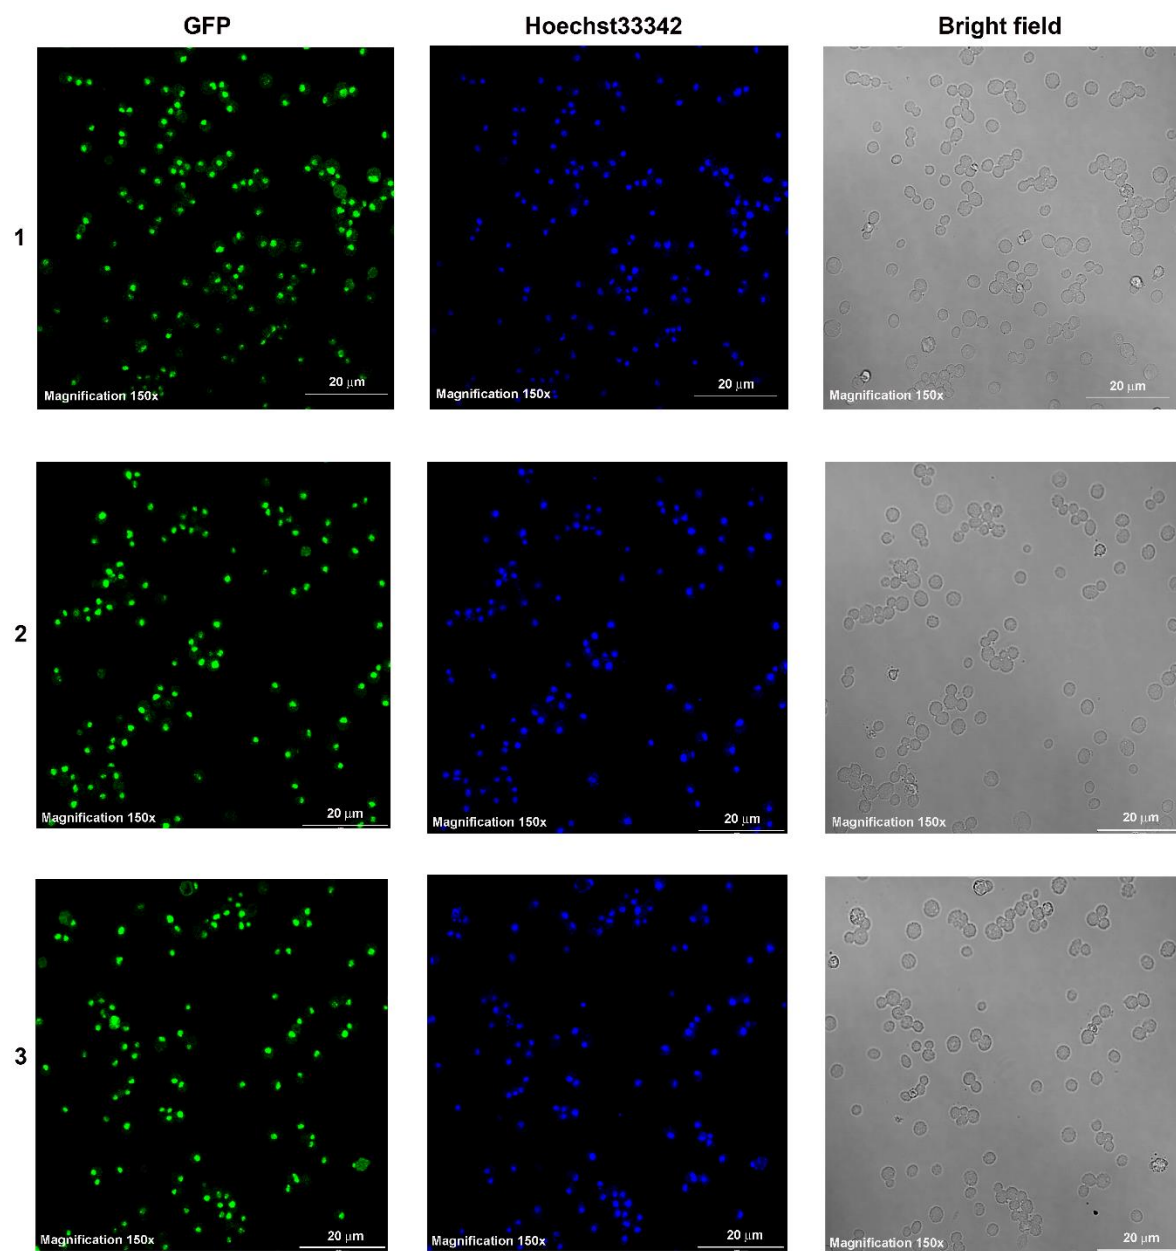

**Fig. S4. Subcellular localization of Mxr1N109. Images (GFP, Hoechst 33342, bright field) of three biological replicates (1-3) are shown.**

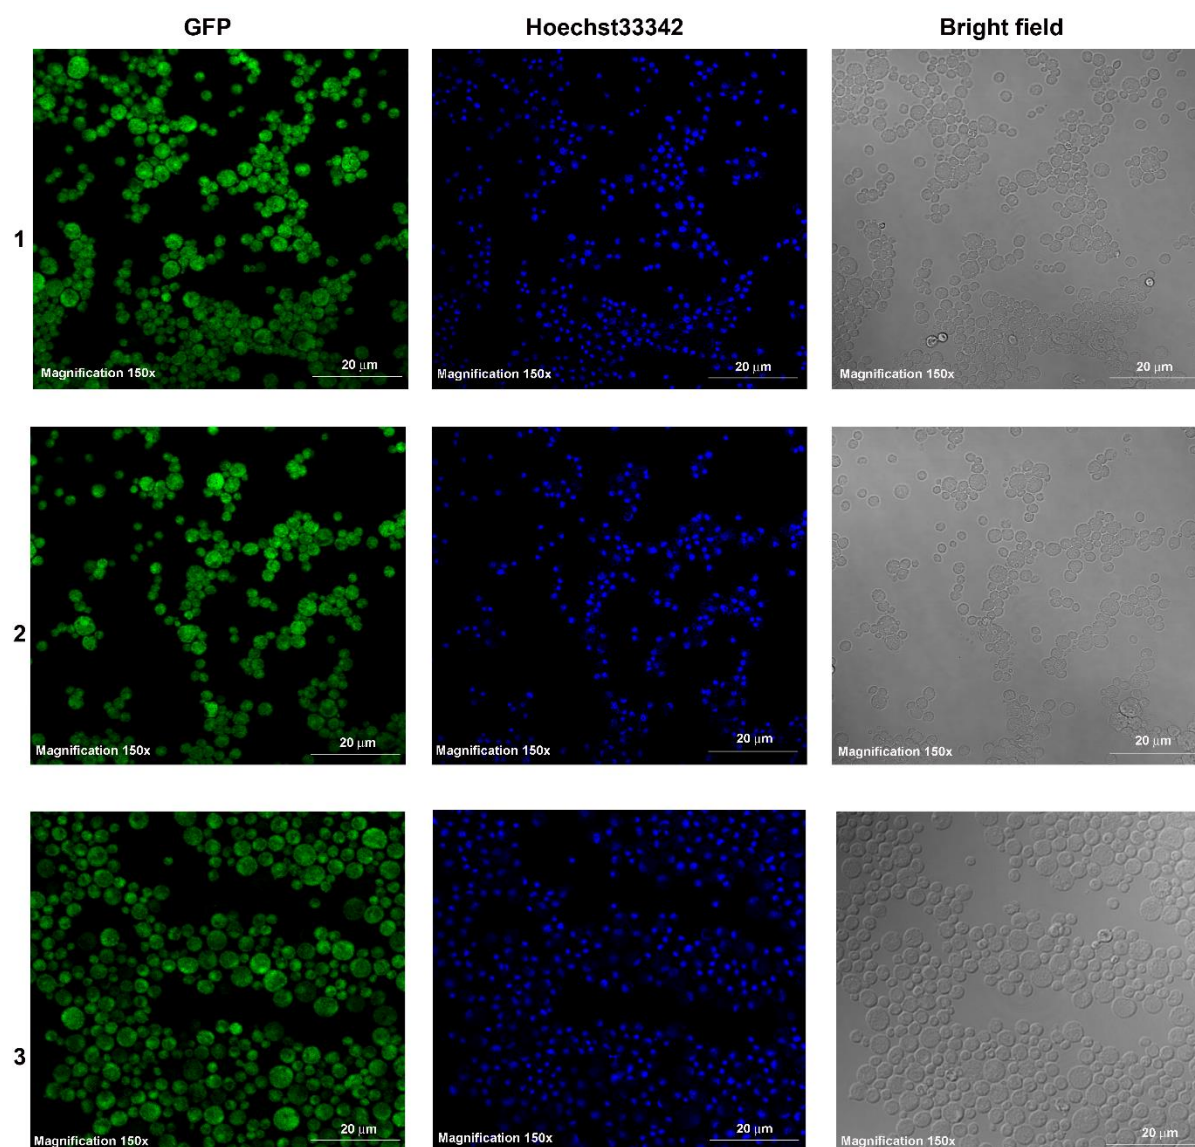

**Fig. S5. Subcellular localization of Mxr1N250-M2.** Images (GFP, Hoechst 33342, bright field) of three biological replicates (1-3) are shown.

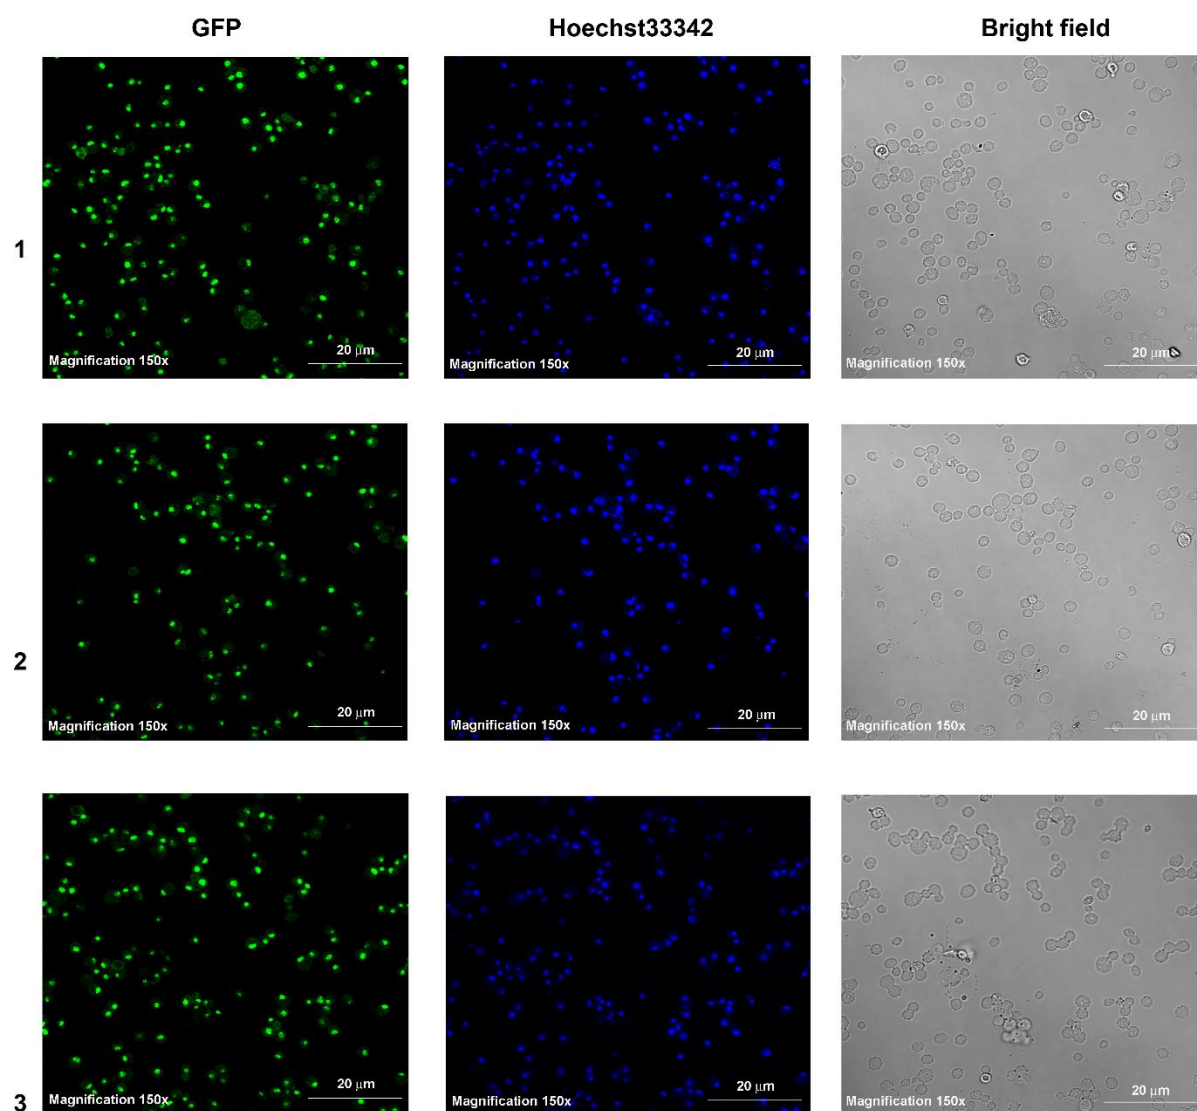

**Fig. S6. Subcellular localization of Mxr1N250-M1. Images (GFP, Hoechst 33342, bright field) of three biological replicates (1-3) are shown.**

| SEQUENCE         | START       | END         | % MATCH              |
|------------------|-------------|-------------|----------------------|
| QSVTSEMSQ        | 431         | 439         | 67% match            |
| DSFTNRFLN        | 493         | 501         | 75% match            |
| YSLFKAILD        | 514         | 522         | 92% match            |
| QSLTLSVMY        | 603         | 611         | 92% match            |
| NDISLNVVI        | 617         | 625         | 92% match            |
| NVVIRQVNA        | 622         | 630         | 83% match            |
| NALNSLVKT        | 629         | 637         | 83% match            |
| <b>TSIIDLFNI</b> | <b>643</b>  | <b>651</b>  | <b>Perfect match</b> |
| NELWNQFVK        | 657         | 665         | 75% match            |
| ELWNQFVKI        | 658         | 666         | 92% match            |
| <b>DALFTKVVN</b> | <b>784</b>  | <b>792</b>  | <b>Perfect match</b> |
| NVWLKNWNQ        | 850         | 858         | 58% match            |
| <b>EFVDDMINL</b> | <b>883</b>  | <b>891</b>  | <b>Perfect match</b> |
| <b>DMINLSLII</b> | <b>887</b>  | <b>895</b>  | <b>Perfect match</b> |
| SLIIKIMK         | 892         | 900         | 75% match            |
| QELNLTFDN        | 920         | 928         | 67% match            |
| DNFDEKISL        | 927         | 935         | 58% match            |
| TILFDIFLM        | 938         | 946         | 83% match            |
| TDIDEKLDQ        | 998         | 1006        | 67% match            |
| TTLNSVLLA        | 1073        | 1081        | 75% match            |
| <b>ESFFDFLYE</b> | <b>1117</b> | <b>1125</b> | <b>Perfect match</b> |

**Fig. S7.** Putative 9 amino acid TADs between 401 and 1155 amino acids of Mxr1p (<https://www.med.muni.cz/9aaTAD/index.php>)

**A**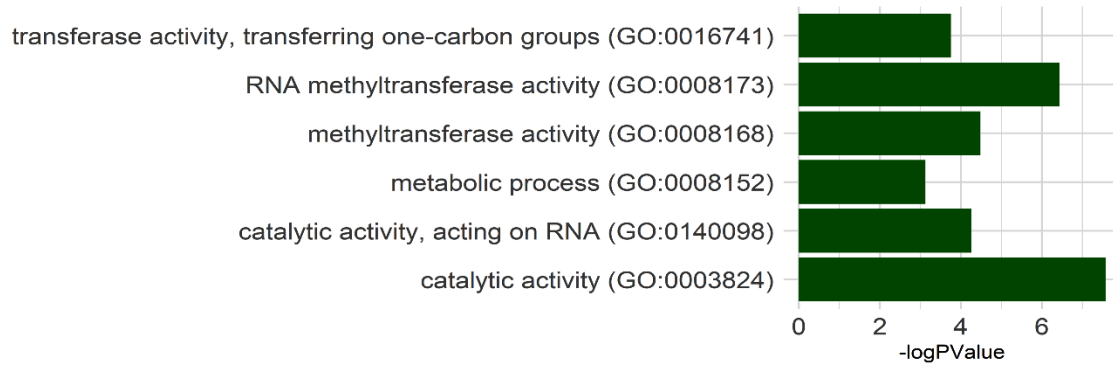**B**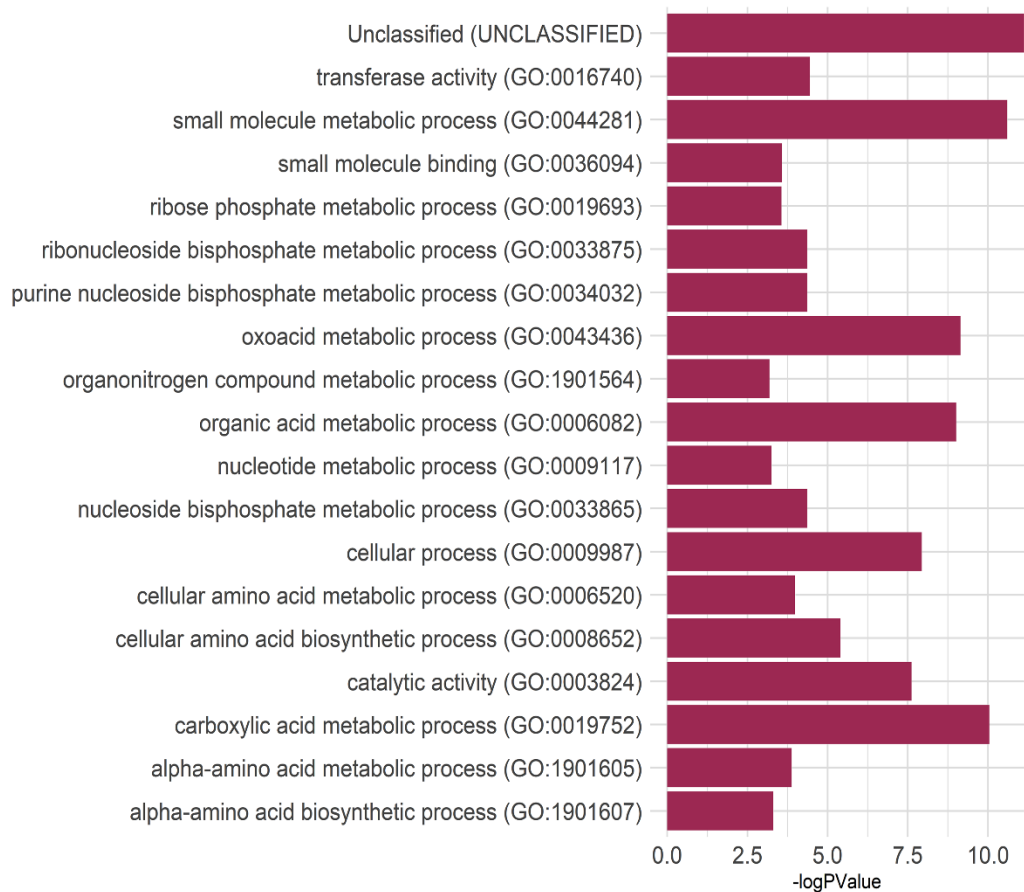

**Fig. S8.** Enriched gene ontology categories for downregulated (**A**) and upregulated (**B**) genes in *ΔmxrI* cultured in YNBM.

How the deposited data were processed for this re-analysis (not part of the article)

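RNA of *GS115*, *Δmxr1*, *Δmxr1-FL* and *Δmxr1-N400* grown for 14 h in a minimal medium with 1% methanol was hybridized to single-color Agilent arrays, 2 biological replicates per strain and 8 arrays in all. The arrays carry 15744 features, of which 15208 are probes for 5317 genes and the others are controls. There are 3 probes for 4364 of the genes. The array's own annotation marks 83 probes as cross-hybridizing, and 51 probe sequences occur more than once. All arrays lie on a single slide, so the slide could not be tested as a block. The replicate letters name 1 array of each strain, and how the letters relate between strains is given with the other settings.

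The scanner files hold the intensity of each spot after the background subtraction of Agilent Feature Extraction, which the authors deposited without normalization between arrays. The authors also deposited a table of log2 values per gene, made in GeneSpring GX with a shift to the 75th percentile. Each of these log2 values was checked against the intensity values and equals the mean log2 intensity of the gene's detected probes minus a constant of the array. A probe that is detected on some arrays only therefore enters the gene's value on those arrays only. The table's columns all name a single array, and 0 columns were left unused.

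From the intensity values, log2 signals relative to the 75th percentile of the non-control probes of each array were computed, as in the paper's methods. Probes were kept where both arrays of at least 1 strain were well above background, which left out 1716 probes, and 44 probes with nonuniform spots were left out. The blasticidin resistance marker was left out of the tests, a choice made after its values were seen. The 13443 remaining probes were averaged per gene with the same probes on every array, and 5001 genes were tested. The depth of an array is its signal over background, given with the samples, and the number of arrays limits the precision. A gene whose signal was not well above background on any array of a strain has only a bound there, computed as the mean of the brighter strain over the higher of the lowest signal well above background and the gene's own signal.

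Comparisons were made with limma (version 3.58.1 in R 4.3.3, lmFit and eBayes) in a single model with a mean for each strain over all 8 arrays, so that the spread is shared. The model has 4 residual degrees of freedom, to which the prior adds 3.07. Genes were called at an absolute log2 fold change of at least 1 and an adjusted p below 0.05 (Benjamini-Hochberg). Fold changes are the first strain minus the second. The paper's methods use a Student's test at a p below 0.01 and the same fold change, which was run on the same values as an alternative. Lists of MXREs and of differentially expressed genes come from the paper's supporting tables, and the full table of the paper, of which 513 of 5331 entries were at hand, was used in no test. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

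The samples, the model, the rule for naming genes and the alternatives were fixed before the data were examined. Genes were named where the paper names them in its microarray results or for methanol metabolism and a table pairs the name with an identifier, together with the genes of largest change past the threshold: 5 in each direction between *Δmxr1* and *GS115* and between *Δmxr1-FL* and *Δmxr1-N400*, of which some are summarized. *ALD6-1* was paired with an identifier by 25 bases that a primer of the paper shares with a probe. The alternatives were normexp background correction with an offset of 50, quantile normalization, median centring, no filter on dim probes (5315 genes), probes well above background on all 8 arrays (4479 genes), the brightest probe of a gene, the authors' values, a trend of the spread on signal, array weights, a fit to only the strains compared, the replicate letter as a block, limma at an unadjusted p below 0.01, the methods' t-test with and without adjustment, and each array left out in turn. With an array left out, its strain has a single array, which the model assumes to vary like the others.

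The tests were first run on simulated arrays of 5001 genes in which 200 genes differed between *Δmxr1* and *GS115*. Limma called 190 of these (95.0%) and 7 unchanged genes, and the methods' t-test called 101 (50.5%) and 3. After adjustment the methods' t-test called 0. Because comparisons against *GS115* share its arrays, 100 sets of arrays were simulated with both complemented strains equal to *GS115*, to *Δmxr1* or to *Δmxr1-N400*, and with *Δmxr1-FL* equal to *GS115* and *Δmxr1-N400* as measured. The last of these was chosen after the result was seen.

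Gene coordinates are those of the array's annotation, and 393 genes have probes with more than 1 set of coordinates, of which the set named by most probes was used. Of the 1052 genes called in *Δmxr1* from several probes, 2 had probes that changed in opposite directions. The *MXR1* transcript, promoters outside the paper's lists, gene sets by function and the orientation of neighbouring genes were not analyzed here.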

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

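The tests of the slide row and of the genes higher in all 3 strains with the deletion were chosen only after the result was seen.

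The paper reads *Δmxr1-N400* by how far it restores the genes changed in *Δmxr1*. In the arrays, 223 genes were called between *Δmxr1-N400* and *GS115* that were not called between *Δmxr1* and *GS115*, 145 of them lower and 78 higher in *Δmxr1-N400*, which the paper does not report. The median log2 fold change of the 145 genes was -1.35 in *Δmxr1-N400*, -0.11 in *Δmxr1* and -0.32 in *Δmxr1-FL*. For the 78 genes the medians were 1.20, 0.07 and 0.36. Simulated strains equal to *Δmxr1* gave a like bare number from genes near the threshold, with a mean of 218. They had a mean of 1344 calls, compared with 356 in *Δmxr1-N400*, so this does not decide how far the threshold accounts for the 223. However, 152 of the 223 were also called between *Δmxr1-N400* and *Δmxr1* in the same direction, 124 had a log2 fold change within 0.5 of *GS115* in *Δmxr1*, and 5 were called in *Δmxr1-FL*. The number of *Δmxr1-N400* calls rests on every array of *GS115* and *Δmxr1-N400*: without any 1 of these, 4 genes were lower and 5 to 7 higher in *Δmxr1-N400*. Scaling of the arrays is argued against, since 90.1% of the 223 genes kept their call in the same direction with quantile normalization. Signals close to background stay open for part of the genes. With probes well above background on all 8 arrays 88.8% kept the call, but after normexp background correction 57.8% did. The row of the slide would act on *Δmxr1-FL* in the same way, but 111 of the genes differed between *Δmxr1-FL* and *Δmxr1-N400*, which share the row, at an adjusted p below 0.05, while simulated strains with the same means gave at most 1. They lie in different columns, so this does not test the column. *Δmxr1* and *Δmxr1-N400* share their columns, so the 152 genes called between them argue against the column alone for those genes. For the other genes the column remains untested. A hypothesis that stays open is that expression of Mxr1N400 from the GAPDH promoter may change genes that do not change when Mxr1p is absent. The copy number of the plasmid and other differences between transformed strains were not tested.

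Effects in opposite directions were found for 25 genes called in both *Δmxr1* and *Δmxr1-N400*, 12 of them higher and 13 lower in *Δmxr1*. All 25 were also called between *Δmxr1-N400* and *Δmxr1* directly, and 22 lay within 1 log2 unit of *GS115* in *Δmxr1-FL*. BQ9382_C3-6385 on chromosome 3 (2180422 to 2182185) had a log2 fold change against *GS115* of -2.69 in *Δmxr1*, 3.95 in *Δmxr1-N400* and 0.57 in *Δmxr1-FL*, and its 6 spots were well above background in every strain. As with the other *Δmxr1-N400* calls, the count depends on each array of *GS115* and *Δmxr1-N400*, without any of which 4 genes were called lower and 5 to 7 higher in that strain. Scaling moved the median of all genes by at most 0.22 in these 2 comparisons with *GS115*, less than the threshold of 1 on either side. No technical or biological explanation was tested for these 25 genes separately.

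Probes for the blasticidin resistance marker, which the paper lists for the strains (Bla r in Table 1) but does not report from the arrays, were at least 3316-fold brighter in *Δmxr1-FL* and at least 3026-fold brighter in *Δmxr1-N400* than in *GS115*, where they were not well above background. The fold is a lower bound for that reason. Exchanged labels between the strains with and without the plasmid would place this signal elsewhere, and a swap between *Δmxr1-FL* and *Δmxr1-N400*, which both carry the marker, is not addressed by it. No other explanation was tested.

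Among the genes higher in *Δmxr1* and *Δmxr1-N400*, 5 were also at least 1 log2 unit higher than *GS115* in *Δmxr1-FL*, and 3 of these were called there, but not BQ9382_C3-0625 (adjusted p = 0.27) or *ALD6-1* (adjusted p = 0.124). They are BQ9382_C2-0940 (a 2-dehydropantoate 2-reductase), *SAS3*, its neighbor BQ9382_C2-1245 (Myb-related protein 3R-1), BQ9382_C3-0625 and *ALD6-1*, and apart from *SAS3* and *ALD6-1* they were chosen after their values were seen. A single probe entered the values of BQ9382_C2-0940 and BQ9382_C3-0625, and for each of them 1 of the 2 spots in *GS115* was well above background. With no filter on dim probes BQ9382_C2-0940 was at 0.41 in *Δmxr1-N400* and 1.16 in *Δmxr1-FL*, and after normexp BQ9382_C3-0625 was at 0.02 and 0.33. The calls depend on the arrays. With an array left out, the adjusted p between *Δmxr1* and *GS115* reached 0.12 for BQ9382_C3-0625, and that between *Δmxr1-N400* and *GS115* 0.0693 for BQ9382_C2-0940, 0.0503 for BQ9382_C2-1245, 0.269 for BQ9382_C3-0625 and 0.138 for *ALD6-1*. Of the 5 genes, *SAS3* alone kept an adjusted p below 0.05 in both comparisons with each array left out. In *Δmxr1-FL*, 0 genes were called higher without its array A or either array of *GS115*. In 100 sets of simulated arrays with *Δmxr1-FL* equal to *GS115* and the other strains as measured, 0 genes were called higher in all 3 strains. In these sets at most 1 gene was called in *Δmxr1-FL*, so the threshold nearly fixed a count of 0. For the 3 genes called in *Δmxr1-FL*, chance values of the shared *GS115* arrays are therefore argued against only by the calls themselves. For the 2 genes not called there such chance values stay open, because the same simulation gave a mean of 1.25 genes of that kind (95% interval 0 to 4, maximum 7). A further hypothesis is that these genes carry a change that came with the making of *Δmxr1* and that Mxr1p does not undo. Another is that Mxr1p from the GAPDH promoter restores some of them only in part. In *Δmxr1-FL* against *Δmxr1*, the log2 fold change was -3.09 for *SAS3* and -0.94 for BQ9382_C2-1245 (adjusted p = 0.000229 and 0.00722 from limma). It was 1.25 for BQ9382_C2-0940 (adjusted p = 0.0252), -0.10 for BQ9382_C3-0625 (adjusted p = 0.804) and -0.61 for *ALD6-1* (adjusted p = 0.0535). These values argue against a change wholly left in place for *SAS3* and BQ9382_C2-1245. For the other genes the arrays do not decide between the hypotheses.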

How the results depend on the processing

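Combinations of the authors' values with the methods' t-test, and of quantile normalization with each *Δmxr1-FL* array left out, were chosen only after the results were seen. Where no cause is named, the cause was not tested. Each strain has 2 arrays, which limits each test. Calls in opposite directions under different settings were found for 5 genes between *Δmxr1* and *GS115*, named here after their values were seen. BQ9382_C2-0780, in the paper's upregulated list, was called lower here and higher with the authors' values. BQ9382_C2-3050 was called lower with quantile normalization and higher with no dim filter, BQ9382_C3-0685 lower with quantile normalization and higher with the authors' values, BQ9382_C1-0910 lower without array A of *Δmxr1* and higher without its array B, and BQ9382_C4-1705 higher without array A and lower without array B. BQ9382_C1-0005 was called lower in *Δmxr1-N400* than in *GS115* and in *Δmxr1-FL* here, and higher in both comparisons by the authors' values with the methods' t-test.

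Genes lower and higher in *Δmxr1* than in *GS115* numbered 405 and 786. They numbered 198 and 430 after normexp, 165 and 236 by the methods' t-test at a p below 0.01, and 11 and 17 by the methods' t-test adjusted by Benjamini-Hochberg, which draws on the spread of 4 arrays alone. The authors' values with the methods' t-test gave 170 and 233. Under the other settings both numbers stayed within 1.5 times. With each array left out they ran from 287 to 418 and from 472 to 929, and 929 is the value without array A of *Δmxr1*.

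For *Δmxr1-FL* against *GS115*, with 0 genes lower and 25 higher, the lower genes numbered 6 after normexp, 10 with quantile normalization, 9 with median centring, 3 with probes well above background on all 8 arrays, 8 with the eBayes trend, 1 with array weights, 3 by the methods' t-test, 15 by limma at an unadjusted p below 0.01, and 6 by the authors' values with the methods' t-test. The higher genes numbered 41 with quantile normalization, 0 with no dim filter, 10 with the authors' values, 38 with the eBayes trend, 2 with only the groups compared, 67 at an unadjusted p below 0.01 and 0 by the adjusted t-test. At an unadjusted p below 0.05, limma gave 28 lower and 87 higher genes. The ranges over the arrays left out were 0 to 4 and 0 to 24.

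For *Δmxr1-N400* against *GS115*, with 219 lower and 137 higher, the lower genes numbered 373 with array weights, 364 with only the groups compared and 1 by the adjusted t-test. The higher genes numbered 78 after normexp, 59 by the methods' t-test, 0 by its adjusted form (160 at an unadjusted p below 0.05 in limma) and 53 by the authors' values with the methods' t-test. With each array left out the ranges were 4 to 293 and 5 to 148. Both low ends come from leaving out an array of *GS115* or *Δmxr1-N400*.

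Between *Δmxr1-FL* and *Δmxr1-N400*, with 89 lower and 189 higher, the lower genes numbered 56 after normexp, 164 with quantile normalization, 159 with median centring, 0 with only the groups compared, 32 by the methods' t-test, 0 by its adjusted form and 37 by the authors' values with the methods' t-test. The higher genes numbered 288 with the eBayes trend, 3 with only the groups compared, 40 by the methods' t-test, 0 by its adjusted form and 47 by the authors' values with the methods' t-test. Limma at an unadjusted p below 0.05 gave 109 and 390. With each array left out the ranges were 0 to 95 and 1 to 517. With quantile normalization, 174 were lower without array B of *Δmxr1-FL* and 86 higher without array A.

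Shares within 1 log2 unit of *GS115* moved little. For the lower genes they were 95.6% in *Δmxr1-FL* and 76.8% in *Δmxr1-N400*, and 90.9% and 81.8% for the genes called by the adjusted t-test. For the higher genes they were 96.3% and 89.3%, and in *Δmxr1-FL* 98.6% after normexp, 98.7% by the methods' t-test, 100% by its adjusted form and 97.4% by the authors' values with the methods' t-test. In *Δmxr1-N400* they were 91.6% after normexp, 94.1% by the adjusted t-test and 85.8% by the authors' values with the methods' t-test. With each array left out the ranges were 89.0% to 95.4% and 75.6% to 82.1% for the lower genes, and 91.0% to 96.8% and 86.7% to 89.7% for the higher.

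Genes restored in *Δmxr1-FL* but not in *Δmxr1-N400* numbered 26 among the lower and 31 among the higher. The lower numbered 47 with quantile normalization, 41 with probes well above background on all 8 arrays, 59 with the eBayes trend, 0 with only the groups compared, 3 by the methods' t-test, 0 by its adjusted form and 2 by the authors' values with the methods' t-test. The higher numbered 47 with median centring, 0 with only the groups compared, 3 by the methods' t-test, 0 by its adjusted form and 4 by the authors' values with the methods' t-test. Over the arrays left out the ranges were 0 to 57 and 0 to 34. Of the 26 and 31 genes, 24 and 29 were in the sets found with the authors' values.

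The replicate letter as a block gave 1 gene higher in *Δmxr1-FL* than in *GS115*, 54 lower and 110 higher in *Δmxr1-FL* than in *Δmxr1-N400*, and 17 and 16 genes restored in *Δmxr1-FL* alone, all of them among the 26 and 31. Deviations of same-lettered arrays from their strain means correlated across genes with r from -0.26 to 0.15 over the pairs of strains, so the letters do not pair the arrays. The slide as a block was not run, because all arrays lie on 1 slide.

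For the 18 genes that the paper names, 72 fold changes were followed. Over 14 other settings, 916 combinations kept their call or its absence, 73 lost a call and 19 gained one. Of the losses, 34 came from the adjusted t-test, 14 from the methods' t-test and 11 from only the groups compared. With each array left out, 497 kept it, 74 lost a call and 5 gained one, and the losses numbered 15 for each array of *GS115* and 19 for each of *Δmxr1-N400*. Each call between *Δmxr1* and *GS115* held with every array left out. The correlation with the fold changes in the paper's tables was 0.988 with the brightest probe of each gene. Signal over background limited 45 calls between *Δmxr1* and *GS115*, 1 in *Δmxr1-FL*, 12 in *Δmxr1-N400* and 13 between the complemented strains, in which a strain had no signal well above background.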

Differences from the paper's values

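No test in this part was chosen after the result was seen, apart from the authors' values with the methods' t-test.

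The paper gives 161 genes as downregulated in *Δmxr1*, and 405 were called here. Of the alternatives set before the data were examined, the paper's number was reached within 1.5 times after normexp (198) and by the methods' t-test at a p below 0.01 (165), and under none of the others, the arrays left out in turn included. At a log2 fold change of -1.5 or below, the paper's number is 82 and 151 genes were called here. Of the same alternatives, normexp (72) and the methods' t-test (80) came within 1.5 times and the others did not. At -2 or below, the paper's number is 32 and 60 genes were called here, with 38 after normexp and 30 by the methods' t-test, and no other within 1.5 times.

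The paper gives 222 genes as upregulated in *Δmxr1*, and 786 were called here. Among the alternatives set before the data were examined, only the methods' t-test came within 1.5 times, with 236. At a log2 fold change of at least 1.5, the paper's number is 135 and 402 genes were called here, with 132 after normexp and 133 by the methods' t-test, and no other within 1.5 times. At 2 or more, the paper's number is 79 and 175 genes were called here. Normexp (54), quantile normalization (115), probes well above background on all 8 arrays (111) and the methods' t-test (72) came within 1.5 times, and the others did not.

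The authors' values with the methods' t-test, a setting chosen after seeing the values, gave 170 genes lower and 233 higher. These included 160 of the paper's 161 and all 222 of its 222 genes. Limma on the authors' values called 161 and 217 of them, and limma on the values used here 160 and 214. By the methods' t-test on the values used here, 149 and 190 were called.

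In Fig. 6C the paper gives 17 genes that rise in *Δmxr1* and are brought back more efficiently by Mxr1FL than by Mxr1N400, and the rule used here gave 31. The alternatives set before the data were examined that came within 1.5 times were normexp (24), no dim filter (25) and the replicate block (16), and the others, the arrays left out in turn included, did not. The paper gives a p value cutoff for this figure, and no numerical criterion for the more efficient return was found in its text.

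For *HST2* in *Δmxr1* the paper's log2 fold change is -3.47, and the value here was -3.96. With probes well above background on all 8 arrays it was -3.57 and with the authors' values -3.47, which do not differ from the paper's value by more than the replicate spread. Under the other alternatives set before the data were examined the values differ. Of the 16 named genes with a value in the paper's tables, 15 had a value here that did not differ.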

Other observations

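The tests of growth, of chance occurrence of the MXRE and of the end of chromosome 4 were chosen only after the result was seen, as was the combination of quantile normalization with an array left out.

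Genes that changed in *Δmxr1* lay next to each other more often than in permutations of the calls along the chromosomes. Of 4703 pairs of neighbouring tested genes, 244 were called in the same direction, 54 both lower and 190 both higher, compared with a mean of 147 and a maximum of 198 in 10000 permutations (permutation test, one-sided p = 0.0001, the smallest they can give). The means in the permutations were 30.7 pairs both lower and 116 both higher. Opposite directions were found in 86 pairs, with a mean of 120 in the permutations. This test was set because genes with consecutive identifiers had been seen among the most changed genes of the paper's tables. Its p is therefore for a pattern already seen. The paper's lists, with 47 pairs and a mean of 14.1, come from the same arrays and give no separate support. With no filter on dim probes there were 285 pairs and a mean of 196. Overlapping genes and shared probe sequences are argued against as its source, since 243 pairs changed alike without such genes, with a maximum of 191 in the permutations. Close placing of probes on the array is argued against too, since the median distance between the nearest probes of the pairs changed alike was 33 spots and that of the other pairs 30. A hypothesis that stays open is that some neighbouring genes may share their control through a common promoter region or chromatin state. The orientation of the genes was not analyzed, so this was not tested. Adjoining features of 1 transcript stay open as well, since they need not overlap. BQ9382_C3-4245, described as 5' UTR, ends at 1457690 on chromosome 3, and *ACS2* starts at 1457691. Their log2 fold changes in *Δmxr1* were 5.21 and 4.74. The number of such pairs was not counted.

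The number of MXREs in the paper's lists was set against chance. In random sequence with the base composition of the flanking bases (41.4% G and C), the 6-base consensus would occur 4.41 times per 1000 bp on both strands, and 98.8% of promoters would hold at least 1. The observed mean was 3.99 per promoter of the downregulated genes, or 0.91 of the random value, and 4.16 for the upregulated genes, or 0.94. Chance occurrence at one rate in every promoter is argued against, since the shares of promoters with an MXRE were 82.0% (95% Wilson interval up to 87.2%) and 72.5% (up to 78.0%), below the random share. Promoters with an MXRE held a mean of 4.87 and 5.73, and random sequence would give 4.47 and 4.48. Whether some promoters were scanned over a shorter stretch was not tested. No promoters of unchanged genes were used here, so whether the lists hold more MXREs than other genes was not tested.

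In the authors' values, a probe below background on an array is left out of the gene's mean on that array. Of the paper's 383 listed genes, 51 have detected probes that differ between the *GS115* and *Δmxr1* arrays, 46 of them upregulated. With the same probes on every array, 31 of these 51 (60.8%) lost the call by the methods' t-test, compared with 13 of the other 332 (3.92%; Fisher's exact test, two-sided p = 4.54e-22). The median absolute difference between the paper's log2 fold change and the value here was 0.33 for the 51 genes and 0.02 for the others. The lists were made from the authors' values, and genes with the same detected probes have nearly the same value here. The outcome of the Fisher's test was therefore nearly fixed in advance, and its p gives no separate support. The lost calls go with the choice of probes per array, and a biological explanation was not tested.

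Differences between *Δmxr1-FL* and *Δmxr1-N400* depended on the *Δmxr1-FL* array. Without array B, 517 genes were higher in *Δmxr1-FL*, and without array A 33. With quantile normalization the numbers were 222 and 86. Scaling of the *Δmxr1-FL* arrays is therefore argued against as the whole cause, although it may account for part of the gap. What differs between the cultures was not tested.

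The paper reports a growth defect of *Δmxr1* in YNBM that Mxr1N400 does not rescue, and the growth curves of both strains in Fig. 5D stay flat. If the changes in *Δmxr1* followed from the absence of growth alone, *Δmxr1-N400* would be expected to share them. Of the 1191 genes called in *Δmxr1*, 85.1% lay within 1 log2 unit of *GS115* in *Δmxr1-N400*, which argues against that explanation for most of them. The 108 genes called in the same direction in both strains, 62 lower and 46 higher, leave it open for a smaller set. Without any 1 array of *GS115* or *Δmxr1-N400*, the calls in *Δmxr1-N400* fell to 4 lower and 5 to 7 higher, so the 108 is not a stable number.

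At the start of chromosome 4, BQ9382_C4-0010 (2840 to 3376) was not well above background in *Δmxr1-N400* and at least 8.29-fold higher in *GS115*. BQ9382_C4-0015 (4158 to 4835) had a log2 fold change of -2.88 in *Δmxr1-N400* (-1.73 after normexp), with 6 of 6 spots well above background. The other tested genes from BQ9382_C4-0005 to BQ9382_C4-0035 had values from -0.74 to -0.44. Loss of the chromosome end in that strain would silence these probes, but signal from related sequences elsewhere could remain, so loss and a change in expression cannot be told apart from the arrays.

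Over all 5001 genes, the log2 fold changes of *Δmxr1-FL* and *Δmxr1-N400* against *GS115* correlated with a Pearson r of 0.40, and simulated strains equal to *GS115* gave 0.50 through the shared *GS115* arrays. For *Δmxr1* with *Δmxr1-FL* and with *Δmxr1-N400* r was 0.20 in both cases, compared with 0.14 in the simulation. Genes are not independent replicates, and these values give no test.

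The paper measured several genes by qPCR in other samples, some in ethanol. On the arrays, *PEX8* (BQ9382_C1-5965, chromosome 1, 2054213 to 2056354) had a log2 fold change in *Δmxr1* of -1.37 (standard error 0.50, adjusted p = 0.0631 from limma), with 2 of 6 spots well above background. It was -2.21 with quantile normalization, and the sign changed to 0.37 after normexp and 0.32 with the authors' values. In *Δmxr1-FL* and *Δmxr1-N400* its values were 0.49 and 0.45. *ALD6-1* (BQ9382_C4-5095, chromosome 4, 1695508 to 1697013), which the paper reports as lower in *Δmxr1* in ethanol, was higher in methanol with a log2 fold change of 1.69 (standard error 0.21, adjusted p = 0.00156). In *Δmxr1-FL* it was 1.08 (adjusted p = 0.124) and in *Δmxr1-N400* 1.40 (adjusted p = 0.0136, and up to 0.138 with an array left out). An aldehyde dehydrogenase gene of the paper's upregulated list, BQ9382_C3-1030 (chromosome 3, 336810 to 338303), rose by 4.51 in *Δmxr1* (adjusted p = 0.000342), with values of -0.07 in *Δmxr1-FL* and 0.69 in *Δmxr1-N400*. The acetyl-CoA hydrolase gene BQ9382_C3-5095, chosen after its values were seen, was at 1.25 in *Δmxr1*, 0.05 in *Δmxr1-FL* and -2.11 in *Δmxr1-N400*, with an adjusted p of up to 0.0952 for the last when an array was left out.

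Apart from those above, the genes that differed most between *Δmxr1-FL* and *Δmxr1-N400* by the rule for naming genes include BQ9382_C4-0405 and BQ9382_C2-1665 (tetratricopeptide repeat protein 15). BQ9382_C4-0405 was not well above background in *Δmxr1-FL* and at least 5.10-fold higher in *Δmxr1-N400*. Under an alternative setting its log2 difference shrank to -0.41. For BQ9382_C2-1665 the log2 difference was -2.81. BQ9382_C2-1665 had a log2 fold change against *GS115* of -2.15 in *Δmxr1* and 1.99 in *Δmxr1-N400*. With an array left out, the adjusted p of the difference between the complemented strains reached 0.0601 for BQ9382_C2-1665, and 0.0608 for BQ9382_C3-6385, whose log2 difference was -3.39. Higher in *Δmxr1-FL* by the same rule were BQ9382_C4-3635, BQ9382_C2-2320 and BQ9382_C4-2550, with log2 differences of 2.98, 2.89 and 2.84. BQ9382_C1-2130 and BQ9382_C3-2105 were not well above background in *Δmxr1-FL* and at least 1.44-fold and 1.56-fold higher in *Δmxr1-N400*. Their log2 differences changed sign under alternative settings, where they reached 0.27 and 0.18. For these 5 genes and BQ9382_C4-0405 the adjusted p of the difference reached values from 0.0842 to 0.161 with an array left out.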
